# Costimulation of type-2 innate lymphoid cells by GITR promotes effector function and ameliorates type 2 diabetes

**DOI:** 10.1038/s41467-019-08449-x

**Published:** 2019-02-12

**Authors:** Lauriane Galle-Treger, Ishwarya Sankaranarayanan, Benjamin P. Hurrell, Emily Howard, Richard Lo, Hadi Maazi, Gavin Lewis, Homayon Banie, Alan L. Epstein, Peisheng Hu, Virender K. Rehan, Frank D. Gilliland, Hooman Allayee, Pejman Soroosh, Arlene H. Sharpe, Omid Akbari

## Abstract

Metabolic syndrome is characterized by disturbances in glucose homeostasis and the development of low-grade systemic inflammation, which increase the risk to develop type 2 diabetes mellitus (T2DM). Type-2 innate lymphoid cells (ILC2s) are a recently discovered immune population secreting Th2 cytokines. While previous studies show how ILC2s can play a critical role in the regulation of metabolic homeostasis in the adipose tissue, a therapeutic target capable of modulating ILC2 activation has yet to be identified. Here, we show that GITR, a member of the TNF superfamily, is expressed on both murine and human ILC2s. Strikingly, we demonstrate that GITR engagement of activated, but not naïve, ILC2s improves glucose homeostasis, resulting in both protection against insulin resistance onset and amelioration of established insulin- resistance. Together, these results highlight the critical role of GITR as a novel therapeutic molecule against T2DM and its fundamental role as an immune checkpoint for activated ILC2s.

## Abstract (web summary)

Type-2 innate lymphoid cells (ILC2s) are an immune population secreting Th2 cytokines playing a role in the regulation of adipose metabolic homeostasis. Here the authors show that engagement of GITR, a member of the TNF superfamily, in activated ILC2s is protective against insulin resistance in both a preventive and a therapeutic manner in the context of obesity.

## Introduction

Chronic obesity is associated with the development of low-grade systemic inflammation and recruitment of inflammatory immune cells to metabolic active tissues, such as the adipose tissue, liver, and muscle. This pro-inflammatory environment promotes insulin resistance and elevation of blood glucose levels, predisposing patients to development of T2DM^1,2^. The metabolic disturbances associated with obesity-induced inflammation in the adipose tissue are thought to involve the expansion and a remodeling of immune cells, particularly in visceral adipose tissue (VAT)^3^. In this regard, type 2 innate lymphoid cells (ILC2s) are among the various immune cells that have recently been identified to be present in the VAT^4,5^. Similar to Th2 cells, activated ILC2s can produce significant amounts of IL-5 and IL-13, and can therefore play important roles in regulating metabolic homeostasis in VAT^6–9^. For example, the production of IL-13 induces differentiation of macrophages towards an anti-inflammatory phenotype, referred to as alternatively activated macrophages (AAMs), whereas IL-5 plays a crucial role in the activation and recruitment of eosinophils, which in turn secrete most of the IL-4 required for the maintenance of AAMs^4,10^. In addition, ILC2s express MHC class II and costimulatory molecules such as CD80, CD86^11^, ICOS^12,13^, and we further showed that ILC2s also express ICOS-L^14^.

Glucocorticoid-induced tumor necrosis factor receptor (GITR), also known as TNFRSF18, is a member of the TNFR superfamily which is expressed on multiple cell types, including on CD4^+^ and CD8^+^ T lymphocytes^15,16^. GITR is currently of interest to immunologists as a co-stimulatory immune checkpoint molecule^17,18^. It is upregulated in the context of inflammation and acts as an important costimulatory signal in T lymphocyte subpopulations, as studies have shown that engagement of GITR with its ligand (GITRL) in vivo induces T cell expansion and cytokine production^19–23^. Moreover, GITR was also described as a marker for Treg activation in animal models as its engagement on Tregs led to expansion and paralleled loss of suppressor activity in vitro^15,24^.

In this study, we evaluate the effects of GITR engagement on ILC2s in the context of insulin resistance. We find, that human and mouse ILC2s from the VAT express the GITR costimulatory receptor. Using a GITR specific agonist and a mouse model of GITR deficiency, we discover that GITR engagement not only protects against the development of T2DM onset but can also ameliorate established T2DM. We further demonstrate that the protective role of the GITR agonist is IL-13 dependent and that engagement of GITR induces activated ILC2 effector function while increasing the expression of the critical inflammatory modulator NF-κB. Furthermore, GITR is expressed on both naïve and activated ILC2s, highlighting the role of GITR as an immune checkpoint molecule capable of exclusively costimulating activated ILC2s. Our findings provide new insights on GITR’s role in ILC2s and introduce GITR engagement as an ideal therapeutic target against T2DM.

## Results

### GITR is expressed on ILC2s and induces Th2 cytokines

Based on our recent observations that ICOS, a costimulatory molecule expressed by immune cells, was expressed by ILC2s and modulated their effector function and homeostasis^13^, we first assessed whether GITR was also expressed on naïve and IL-33-activated ILC2s. Mice received intraperitoneal IL-33 or PBS on 3 consecutive days. On day four, ILC2s from visceral adipose tissue (VAT) were analyzed by flow cytometry and gated as lineage^-^CD45^+^ IL-7R^+^ and ST2^+^ (Fig. 1a). Further analysis of the cell-surface phenotype of ILC2s showed that both naïve and IL-33-induced ILC2s had high expression of GITR, although there were no differences in expression between naïve and activated cells (Fig. 1b). To assess the effect of GITR engagement on ILC2 activation, we measured the levels of cytokine secretion in presence of specific GITR agonist, DTA-1 or the isotype control. Freshly isolated VAT-derived ILC2s were first stimulated in vitro for 48 h with specific GITR agonist DTA-1 or the isotype control (naïve ILC2s, Fig. 1c). In parallel, to measure the effect of GITR in an activated context, freshly isolated VAT-derived ILC2s were similarly stimulated in presence of recombinant mouse (rm)IL-33 for 48 h with DTA-1 or the isotype control (activated ILC2s, Fig. 1c). Following incubation, cytokine secretion was then measured on the cell culture supernatants by Luminex. Cytokine production by naïve ILC2s was not affected by DTA-1 treatment (Fig. 1c). In contrast, when activated with rmIL-33, GITR engagement induced secretion of high amounts of IL-5, IL-13, GM-CSF, IL-6, and IL-9 compared to controls (Fig. 1c). Taken together, these results show that even though GITR is expressed on both naïve and activated ILC2s, the induction of Th2 cytokine secretion after GITR engagement requires ILC2s to be activated, suggesting a co-stimulatory role of the GITR receptor in ILC2s.

**Fig. 1:**
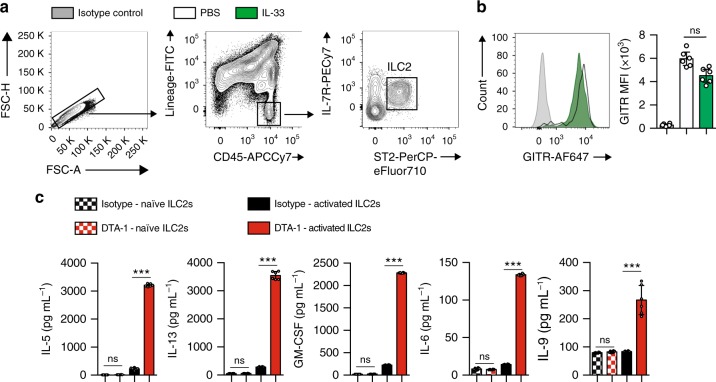
GITR is expressed on ILC2s and induces Th2 cytokine secretion in activated ILC2s. **a** Gating strategy of Lin^-^CD45^+^IL-7R^+^ST2^+^ ILC2 cells. **b** Expression of GITR in naïve (white) and IL-33-activated (green) murine white adipose tissue-derived ILC2s compared to the isotype control (gray). Corresponding quantitation of GITR expression shown as MFI+/− SEM, *n* = 6. **c** Visceral adipose tissue (VAT) resident ILC2s were isolated from a cohort of naïve C57BL/6 mice and a cohort of activated C57BL/6 mice intraperitoneally challenged with rmIL-33 on 3 consecutive days. Naïve and activated VAT ILC2s were cultured with recombinant mouse (rm) IL-2 and rmIL-7 with DTA-1 (5 µg/mL) or isotype control for 48 h. The levels of IL-5, IL-13, GM-CSF, IL-6, and IL-9 were measured by Luminex on the culture supernatants, *n* = 6. Error bars are the mean ± SEM. Student’s *t*-test, ***p < 0.001, ns, non-significant

### Engagement of GITR protects against metabolic disturbances

It has been previously reported that activation of ILC2s in VAT limits adiposity and insulin resistance in mice fed a high fat diet (HFD)^4,6^. We therefore next examined whether activation of ILC2s through GITR engagement could similarly prevent the development of insulin resistance in vivo using C57BL/6 mice fed either a normal chow diet (NCD) or a HFD to induce obesity. We treated a cohort of C57BL/6 mice fed either a NCD or a HFD with intraperitoneal injections of DTA-1 (1 mg/mouse) or the isotype control every four days for 14 weeks (Fig. 2a), and assessed a variety of metabolic parameters. Both DTA-1 and isotype control treated mice fed a HFD had similar increased weight gain compared to NCD fed mice and developed diet-induce obesity (Fig. 2b). Despite the fact that we observed no difference in total weight gain between groups on HFD, GITR engagement resulted in a decrease of VAT weight (Supplementary Figure 1a). Strikingly, DTA-1 treated mice fed a HFD had lower fasting blood glucose levels as compared to isotype-treated mice fed a HFD (Fig. 2c). Additionally, DTA-1 treated mice fed a HFD showed improvements in glucose tolerance and insulin sensitivity compared to the isotype control mice as shown by intraperitoneal glucose tolerance tests (ip-GTTs) and insulin tolerance tests (ITTs), respectively (Fig. 2d, e). We next measured ILC2 numbers and effector functions of VAT resident ILC2s in vivo in response to GITR engagement. Mice fed HFD showed increased numbers of VAT resident ILC2s, associated with increased expression of IL-5 and IL-13 (Supplementary Figure 1b-d). GITR engagement in mice fed NCD showed no effect on blood glucose levels, glucose tolerance, insulin sensitivity, VAT weight and VAT ILC2 response (Fig. 2 and Supplementary Figure 1). Furthermore, we investigated the source of IL-33 and IL-25 responsible for ILC2 activation in the context of a chronic low-grade inflammation such as diet-induced obesity and metabolic syndrome. Interestingly, we observed that *IL-33* and *IL-25* were both significantly increased over time by quantitative real time PCR in mice fed a HFD compared to mice fed a NCD in VAT lysates, suggesting local secretion of IL-33 and IL-25 (Fig. 2f, g). Our results were confirmed using the mouse model of leptin deficiency Ob/Ob mice fed a regular chow diet, who spontaneously develop severe obesity associated with insulin resistance^25^ (Supplementary Figure 2). Using this model, DTA-1 treatment over the course of 14 weeks also strikingly lowered fasting blood glucose levels, improved glucose tolerance as well as insulin sensitivity, altogether without affecting weight gain (Supplementary Figure 2a-e). Interestingly, treatment of mice with DTA-1 resulted in increased numbers of ILC2s in both the VAT and BM over time, as compared to control isotype control-treated mice (Supplementary Figure 2f-i). Collectively, these observations demonstrate that GITR engagement can limit the onset of obesity and improve glucose homeostasis in the context of metabolic syndrome.

**Fig. 2:**
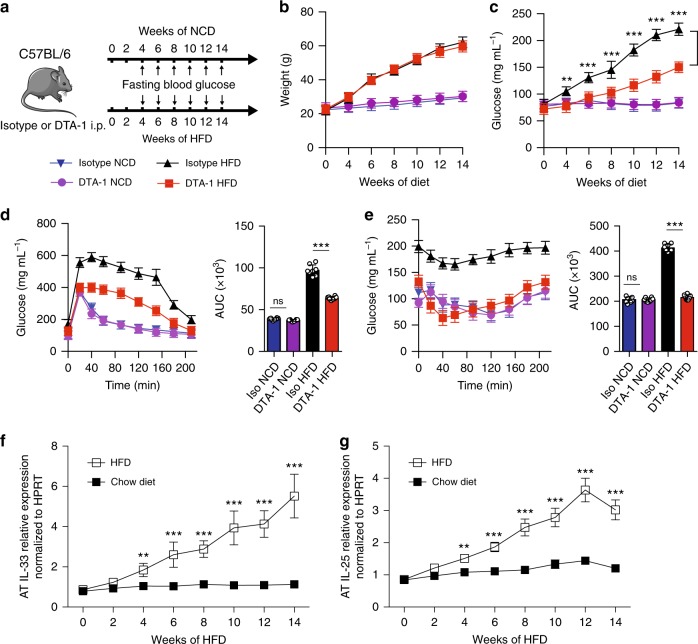
Engagement of GITR protects from the onset of Type 2 Diabetes. **a** A cohort of C57/BL6 mice fed a normal chow diet (NCD) or a high fat diet (HFD) were either treated with DTA-1 (1 mg/mouse) or isotype control by intraperitoneal injections every four days according to the scheme, *n* = 8. **b** Total weight and **c** fasting blood glucose levels were measured every two weeks for 14 weeks. Glucose tolerance test (**d**) and insulin tolerance test (**e**) were performed in a cohort of C57BL/6 mice fed a NCD or a HFD and treated for 14 weeks with or without DTA-1. The corresponding area under the curve was calculated for each group. Time-kinetic qPCR expression of IL-33 (**f**) and IL-25 (**g**) on VAT lysates. Error bars are the mean ± SEM. Student’s *t*-test, **p < 0.01, ***p < 0.001, ns, non-significant. Mouse image provided with permission from Servier Medical Art

### GITR engagement in ILC2s prevents type 2 diabetes

GITR expression is not restricted to ILC2s and is also present on other immune cells such as T cells^23^. We therefore assessed if GITR engagement is effective in *Rag2* deficient mice, which lack the adaptive branch of the immune system but still have ILC2s. Therefore, a cohort of *Rag2*^*-/-*^ mice were fed a HFD and either treated with DTA-1 (1 mg/mouse) or the isotype control by intraperitoneal injections every four days for 14 weeks (Fig. 3a). Similar to our previous results (Fig. 2), DTA-1 treatment did not affect weight gain compared to isotype control-treated mice (Fig. 3b). DTA-1 treatment was however associated with reduced fasting glucose and insulin concentrations in plasma (Fig. 3c, d), as well as increased glucose tolerance and insulin sensitivity during ip-GTTs and ITTs, respectively (Fig. 3e, f). To further dissect the effects of DTA-1 treatment, we analyzed VAT structure by histology (Fig. 3g). In response to DTA-1, we measured a lower leukocyte infiltration (Fig. 3g) in addition to a decrease in adipocyte size (Fig. 3h) compared with the isotype control group. Altogether, these data strongly suggest that the protective effects of GITR engagement on glucose homeostasis are independent from the adaptive immune system. To further understand the mechanisms by which GITR regulates adiposity, we phenotyped DTA-1 and isotype control treated *Rag2*^*-/-*^ mice with metabolic cages and analyzed their body composition by nuclear magnetic resonance spectroscopy (NMR). Although we did not observe differences in food and water intake nor in physical activity (Supplementary Figure 3a-c), GITR engagement resulted in a decrease of fat mass percentage (Fig. 3i) and of total VAT weight (Supplementary Figure 3f). In line with this, GITR engagement induced an increase in total oxygen consumption (VO_2_) (Fig. 3j) and energy expenditure normalized by total weight (heat) (Fig. 3k). Importantly, DTA-1-treated mice also showed increased lean mass percentage, although it was not associated with changes in liver or spleen weights (Supplementary Figure 3e and 3g-h). As expected, GITR engagement had no effect on energy expenditure when the data was normalized to lean mass (Supplementary Figure 3d). These results suggest that the metabolic improvements associated with GITR engagement could be mediated, at least in part, through increased oxidative metabolism rather than through effects on caloric intake or physical activity. As it has been previously demonstrated that ILC2 activation can induce beiging of the adipose tissue and in turn increase thermogenesis, which increases caloric expenditure^6^, we assessed the expression of Uncoupling protein 1 (*Ucp1*), a critical protein involved in the thermogenic process in adipocytes. Mice treated with DTA-1 exhibited increased expression of *UCP1* expression both at the protein level by immunohistochemistry (IHC) and at the mRNA level by RT-qPCR in the VAT (Fig. 3l, m). Other genes known to be involved in browning of adipose tissue were induced by DTA-1 treatment in VAT lysates (Supplementary Figure 4). We observed higher expression of cell death activator CIDE-A (*Cidea*), PR domain zinc finger protein 16 (*Prdm16*), peroxisome proliferator-activated receptor-γ coactivator (*Pgc1a*), cytochrome oxidase subunit VIIa polypeptide (*Cox7a*), and deiodinase 2 (*Dio2*), in VAT lysates in mice treated with DTA-1 compared to isotype control group. Altogether, these results demonstrate that GITR engagement in ILC2s has protective effects on glucose homeostasis by inducing the beiging of the adipose tissue through co-stimulation of ILC2s.

**Fig. 3:**
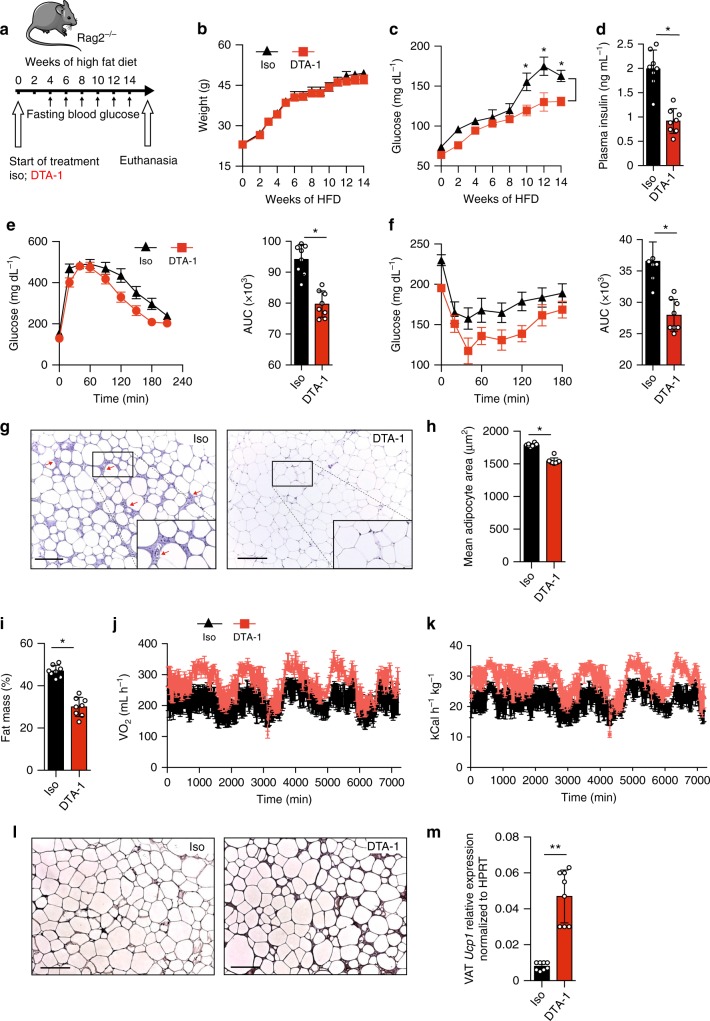
Preventive GITR engagement protects from Type 2 Diabetes in *Rag2*^*-/-*^ mice. **a** A cohort of *Rag2*^*-/-*^ mice were fed on HFD and either treated with DTA-1 (1 mg/mouse) or isotype control by intraperitoneal injection every four days according to the scheme, *n* = 8. **b** Total weight and **c** blood glucose levels were measured every two weeks for 14 weeks. **d** Plasma insulin concentration was measured by ELISA. **e** Glucose tolerance test and **f** insulin tolerance test were performed in a cohort of mice after 14 weeks of treatment. The corresponding area under the curve was calculated for each group. **g** Hematoxylin and eosin-stained epididymal adipose tissue sections (x400). Red arrows point to recruited inflammatory cells around adipocytes, scale bars, 100 µm. **h** Corresponding quantitation presented as the mean adipocyte area**. i** Percentage of fat mass was measured using a body composition analyzer. **j**, **k** CLAMS analysis was performed using individually housed groups of DTA-1 or isotype control treated *Rag2*^*-/-*^ mice maintained on a HFD. **j** Variations in the absolute oxygen consumption and **k** energy expenditure normalized by total body weight were measured. **l** Uncoupling protein 1 (UCP1) immunohistochemistry (IHC) in epididymal adipose tissue sections (x400), scale bars, 100 µm after 14 weeks of treatment and **m** *Ucp1* transcripts levels in VAT lysates, *n* = 8. Error bars are the mean ± SEM. Student’s *t*-test, *p < 0.05, **p < 0.01. Mouse image provided with permission from Servier Medical Art

### GITR agonist induces Th2 cytokines by ILC2s

We previously observed in vitro that GITR engagement promotes IL-5 and IL-13 secretions in activated ILC2s (Fig. 1c). These cytokines are often associated with protective effects on the development of insulin resistance, as IL-13 production promotes an AAM phenotype and IL-5 is required for eosinophil recruitment and activation^26^. In activated VAT, eosinophils furthermore contribute to AAM maintenance and systemic insulin sensitivity^10^. We therefore measured in vivo intracellular cytokine secretion of VAT-derived ILC2 and M2 macrophage polarization in *Rag2*^*-/-*^ mice fed HFD for 14 weeks treated with DTA-1 or the isotype control. We first observed that DTA-1 treatment increased the overall presence of ILC2s in the VAT (Fig. 4b), consistent with our findings using C57BL/6 mice (Supplementary Figure 1b-c) and the Ob/Ob mouse model (Supplementary Figure 2f-g). Furthermore, the frequencies of ILC2s that secrete IL-5 (Fig. 4c, top panel) or IL-13 (Fig. 4c, bottom panel) in the VAT are also increased in DTA-1 treated mice as compared to the isotype control group (Fig. 4 and Supplementary Figure 5a). Interestingly, we observed no effect of GITR engagement on IL-5 and IL-13 secretion in ILC2s isolated from the VAT of mice fed a chow diet (Supplementary Figure 5b). Strikingly, the effects were associated with an increased frequency and number of VAT-associated AAMs in DTA-1 group in comparison to the isotype control treated group (Fig. 4f). We next confirmed our previous histology results (Fig. 3j) by flow cytometry. In response to GITR engagement, we found significantly less CD45^+^ cells in the stromal vascular fraction (SVF) of the VAT (Fig. 4a). Furthermore, the total number of macrophages per gram of VAT (Fig. 4e) was also decreased; macrophages were gated as CD45^+^ CD11b^hi^ F4/80^hi^ (Fig. 4d). Taken together, these data suggest that GITR engagement drives Th2 cytokine secretion in ILC2s, which in turn favors an AAM phenotype in the VAT.

**Fig. 4:**
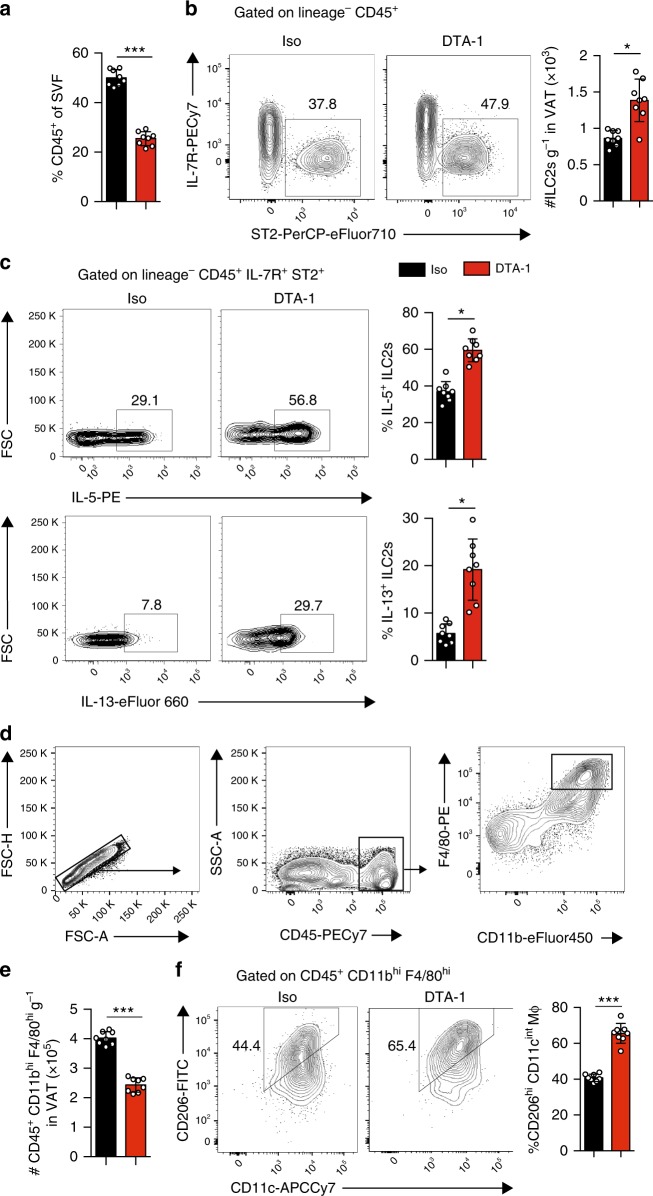
GITR engagement drives ILC2-derived secretion and M2 macrophage polarization. A cohort of *Rag2*^*-/-*^ mice were fed on HFD and either treated with DTA-1 (1 mg/mouse) or isotype control by intraperitoneal injection every four days, *n* = 8. **a** The frequency of CD45^+^ cells of the VAT stromal vascular fraction (SVF) was quantified by flow cytometry. **b** Representative flow cytometry plots of VAT Lin^-^CD45^+^IL-7R^+^ST2^+^ ILC2s in each group after 14 weeks of treatment, and corresponding quantitation presented as the number of ILC2s per gram of VAT. **c** Representative flow cytometry plots of intracellular IL-5 (top panel) and IL-13 (bottom panel) in VAT ILC2s and corresponding quantitation after 14 weeks of treatment, presented as frequency of positive ILC2s. **d** Gating strategy of macrophages in mouse VAT as CD45^+^ CD11b^hi^ F4/80^hi^. **e** Quantification of the number of CD45^+^ CD11b^hi^ F4/80^hi^ macrophages per gram of VAT. **f** Representative flow cytometry plots of CD45^+^CD11b^hi^F4/80^hi^CD206^+^CD11c^+^ M2 macrophages in VAT and corresponding quantitation after 14 weeks of treatment. Error bars are the mean ± SEM. Student’s *t*-test, *p < 0.05, ***p < 0.001

### GITR agonist ameliorates established insulin resistance

As our findings showed that DTA-1 treatment improved the regulation of glucose homeostasis and decreased adiposity in the context of obesity, we next investigated whether DTA-1 treatment could also have a therapeutic effect on mice with established insulin resistance. *Rag2*^*-/-*^ mice were fed a HFD for 8 weeks to establish insulin resistance after which they were either treated with DTA-1 (1 mg/mouse) or the isotype control by intraperitoneal injections every four days, as described in Fig. 5a for 6 weeks while continuing on the HFD. Similar to our previous results, DTA-1 was associated with increased glucose tolerance and insulin sensitivity compared to isotype control treated mice (Fig. 5b, c, e, f). We also observed decreased plasma insulin levels in response to DTA-1 treatment (Fig. 5d). Histological analysis of VAT from DTA-1 treated mice also demonstrated less infiltration of leukocytes and a smaller average adipocyte size compared to isotype control-treated mice (Fig. 5g, h). We also observed that DTA-1 treated mice had decreased VAT weights compared to isotype treated mice (Fig. 5i). These data indicate that GITR agonist treatment is able to reverse insulin resistance in mice with established metabolic syndrome.

**Fig. 5:**
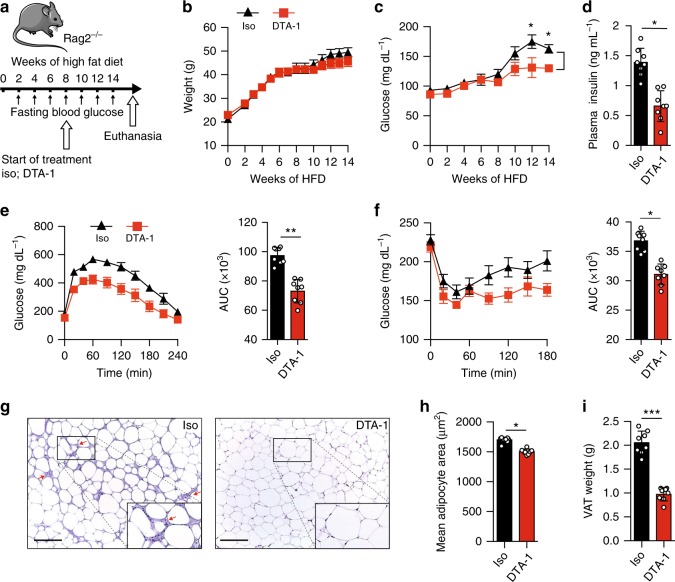
Therapeutic GITR treatment ameliorates established Type 2 Diabetes in *Rag2*^*-/-*^ mice. **a** A cohort of *Rag2*^*-/-*^ mice were fed on HFD for 14 weeks. After 8 weeks, mice were either treated with DTA-1 (1 mg/mouse) or isotype control by intraperitoneal injection every four days according to the scheme, *n* = 8. **b** Total weight and **c** fasting blood glucose levels were measured every two weeks for 14 weeks. **d** Plasma insulin concentration was measured by ELISA. **e** Glucose tolerance test and **f** insulin tolerance test were performed in a cohort of mice after 8 weeks of treatment. The corresponding area under the curve was calculated for each group. **g** Hematoxylin and eosin-stained epididymal adipose tissue sections (×400). Red arrows point to recruited inflammatory cells around adipocytes, scale bars, 100 µm. **h** Corresponding quantitation presented as the mean adipocyte area. **i** Weight of the VAT (epididymal adipose tissue) after 8 weeks of treatment. Error bars are the mean ± SEM. Student’s t-test, *p* < 0.05, **p < 0.01, ***p < 0.001. Mouse image provided with permission from Servier Medical Art

### GITR engagement is sufficient to prevent insulin resistance

To assess further if engagement of GITR on ILC2s is sufficient to regulate glucose and prevent induction of insulin resistance, *GITR*^*-/-*^ mice were adoptively transferred with ILC2s isolated from Wild-Type (WT) mice. After adoptive transfer, mice were treated with isotype control or DTA-1 (1 mg/mouse) by intraperitoneal injections every four days, fed a HFD for 14 weeks, and development of insulin resistance was measured in each group (Fig. 6a). DTA-1 treatment did not have any effect on weight gain or improved the glucose tolerance in *GITR*^*-/-*^ mice, which did not receive any WT ILC2s (Fig. 6b–d). However, DTA-1 treatment reduced fasting glycemia and improved glucose tolerance only in *GITR*^*-/-*^ mice that were adoptively transferred with WT ILC2s (Fig. 6b–d). These results demonstrate that the protective effect of DTA-1 treatment is dependent on the expression of GITR on ILC2s. To confirm that the deletion of GITR had no effect on glucose and ILC2 homeostasis in lean mice, WT and *GITR*^*-/-*^ mice were fed NCD for 10 weeks. We performed a glucose tolerance test and assessed VAT ILC2 response in these mice. As expected, we observed no difference on total weight, glucose tolerance, VAT weight, VAT ILC2 numbers and their secretory functions (Supplementary Figure 6a-e). Based on our observations that DTA-1 treatment upregulated intracellular IL-5 and IL-13 expression within VAT ILC2s (Supplementary Figure 1d and Fig. 4), we next investigated whether the protective effect of DTA-1 was mediated by these cytokines. *GITR*^*-/-*^ mice were injected with ILC2s isolated either from WT, IL-5^-/-^ or IL-13^-/-^ mice. After adoptive transfer, mice were treated with isotype control or DTA-1 by intraperitoneal injections every four days, fed a HFD for 14 weeks, and development of insulin resistance was measured in each group (Fig. 6e). Although we observed no difference on weight gain between all groups of mice, the protective effect of ILC2s on glucose tolerance at the end of treatment disappeared in mice adoptively transferred with IL-13^-/-^ ILC2s as compared to WT ILC2s (Fig. 6f, h). Furthermore, the protective effect of GITR engagement on fasting glucose during treatment was either partially or completely repressed in mice injected with either IL-5^-/-^ or IL-13^-/-^ ILC2s, respectively (Fig. 6g). Collectively, these results suggest that the protective effects of GITR engagement is dependent on ILC2-derived Th2 cytokine secretion and IL-13 in particular.

**Fig. 6:**
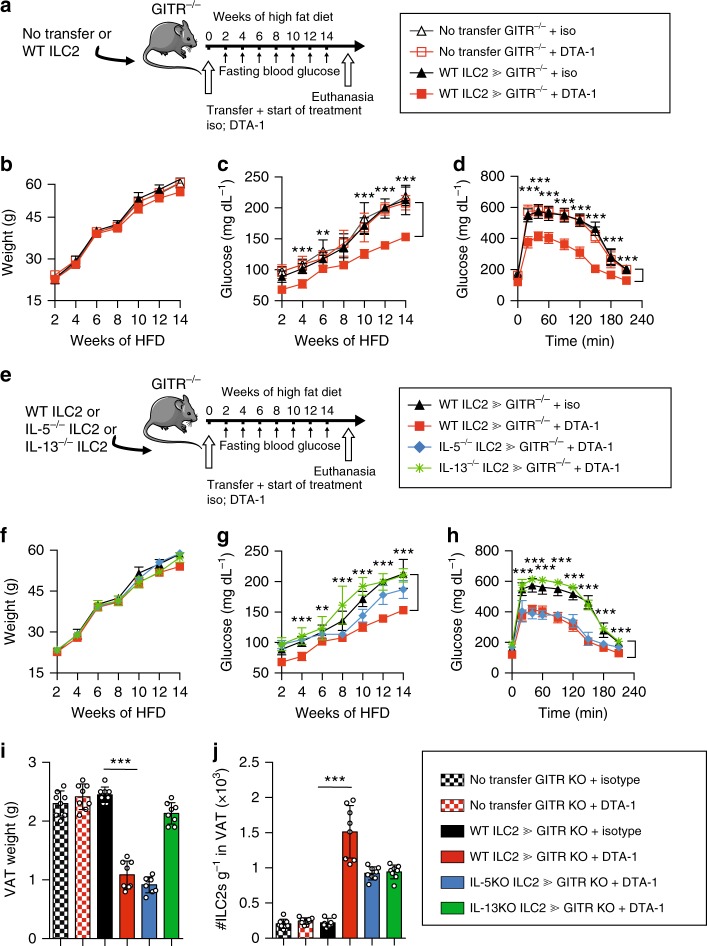
GITR engagement effects are dependent on GITR on ILC2s and IL-13. **a** A cohort of *GITR*^*-/-*^ mice were adoptively transferred or not with ILC2s from WT mice. After the adoptive transfer, mice were treated with DTA-1 (1 mg/mouse) or isotype control and fed on HFD for 14 weeks according to the scheme, *n* = 8. **b** Total weight and **c** fasting blood glucose levels were measured every two weeks for 14 weeks. **d** Glucose tolerance test was performed after 14 weeks of treatment. **e** A cohort of *GITR*^*-/-*^ mice were adoptively transferred with ILC2s from either WT, IL-5^-/-^, or IL-13^-/-^ mice. After the adoptive transfer, mice were treated with DTA-1 or isotype control and fed on HFD for 14 weeks according to the scheme, *n* = 8. **f** Total weight and **g** fasting blood glucose levels were measured every two weeks for 14 weeks. **h** Glucose tolerance test was performed after 14 weeks of treatment. VAT weight (**i**) was measured and number of ILC2s per gram of VAT (**j**) was quantified 14 weeks after adoptive transfer. Error bars are the mean ± SEM. Student’s *t*-test, **p < 0.01, ***p < 0.001. Mouse image provided with permission from Servier Medical Art

### GITR engagement induces NF-κB pathway signaling in ILC2s

To investigate the molecular mechanisms associated with the protective effects of GITR engagement, we next analyzed the gene expression profile of ILC2s either treated with isotype control or DTA-1 (5 µg/mL) for 24 h in vitro, by performing RNA-sequencing (RNA-seq) analysis. 

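ILC2s of mice given 3 injections of 1 µg IL-33 were cultured with IL-2 (10 ng/mL), IL-7 (10 ng/mL) and either DTA-1, an agonistic antibody to GITR, or its isotype control. Each group had 3 libraries, each prepared from 10 ng of RNA. The time of culture is 24 h in the results text and in the legend of Fig. 7a, and 48 h in the methods and in the sample labels. The authors aligned the reads and quantified each gene with the Partek software, and deposited expected counts, which are estimated reads per gene that need not be whole, without normalization. The table listed 53278 genes, and 77.8% of its values were whole numbers. Its gene coordinates are those of GRCm38: of the 49721 symbols shared with GENCODE mouse release 21, 48290 had the same start. The total count was 35131280, 34557156 and 34784048 in isotype control replicates 1, 2 and 3, and 30569253, 32246222 and 32492783 in DTA-1 replicates 1, 2 and 3. At this depth a count of 0 allows up to 3 counts, which equals 0.0854 to 0.0981 CPM, and this limit covers counting error only. The expected counts were rounded to whole numbers, and genes with low counts were removed by edgeR's filterByExpr, which left 14361 genes. Normalized counts are CPM after TMM normalization. DTA-1 and isotype control were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As in the legend of Fig. 7a, a differentially expressed gene had an adjusted p under 0.05 and a change of at least 1.5-fold. The paper's text names no model for the RNA-seq comparison. The distance between pairs of libraries was measured as the chi-square of their counts across genes, divided by its degrees of freedom, which is near 1 for counting noise alone. It ranged from 10.1 to 41.8 over the 15 pairs, so no library was a second copy of another. The isotype control libraries lay 12.1 to 18.4 apart, and DTA-1 replicates 2 and 3 lay 12.0 apart. The library labelled DTA-1 replicate 1 lay 10.1 to 11.9 from the isotype control libraries, and 29.1 and 30.6 from DTA-1 replicates 2 and 3, which lay 28.8 to 41.8 from the isotype control libraries. By the Pearson r of log2 CPM across genes this library was farther from the isotype control libraries (0.977 to 0.979) than these were from each other (0.9797 to 0.9803). In a principal component analysis this library lay nearer the isotype control libraries on the first component (26.2% of the variance). It was at −9.56 there, against −25.5 to −15.6 in isotype control and 40.2 and 28.6 in DTA-1 replicates 2 and 3. On the second component (21.3% of the variance) it stood apart, at −45.4 against −6.76 to 21.1 for the others. Isotype control replicate 1 stood apart on the third component (18.0%), at −42.5 against 0.46 to 25.3 for the others. All libraries were kept under their labels, and values without the library labelled DTA-1 replicate 1 are given beside those with it. That library was singled out because its values lay near isotype control. The p values without it, here and below, therefore overstate the evidence for an effect of DTA-1.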

RNA sequencing allows to assess the presence and quantity of RNA transcripts in samples. 

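The genes labelled in Fig. 7a with the largest changes had few or no reads in at least one of the groups. Chil3, which encodes a chitinase-like protein (chromosome 3, 106147554 to 106167564), had 0, 0 and 13 counts in the isotype control libraries and 0, 283 and 1165 counts in DTA-1 replicates 1, 2 and 3. Its log2 fold change was 6.91 (standard error 2.42, adjusted p = 0.657 by edgeR). With the library labelled DTA-1 replicate 1 left out it was 7.49, with an edgeR adjusted p of 0.00243 in a range of 0.00243 to 0.999 over the alternatives. Without isotype control replicate 3, which holds the 13 counts, Chil3 was at least 178-fold higher. Without DTA-1 replicate 3, which holds the 1165 counts, the log2 fold change of Chil3 fell to 5.16. Mmp9, a matrix metallopeptidase gene (chromosome 2, 164940780 to 164955850), had 0.663 ± 0.279 normalized counts in isotype control and 12.5 ± 10.0 in DTA-1 (SD, n = 3 each). Its log2 fold change was 4.23 (standard error 1.03, edgeR adjusted p = 0.627) and 4.77 without the library labelled DTA-1 replicate 1 (edgeR adjusted p = 9.08e-05, range 9.08e-05 to 0.997). In that library Mmp9 had 1.07 normalized counts. Msr1 (chromosome 8, 39581685 to 39642673) had 0, 0 and 1 counts in isotype control and 0, 28 and 30 in DTA-1, which is at least 7.2-fold higher. Ceacam15 (chromosome 7, 16671331 to 16675705) had 0 counts in all isotype control libraries and 0, 25 and 26 in DTA-1, at least 6.33-fold higher. Both genes were removed by the filter with all 6 libraries. Both were differentially expressed, at least 10.8-fold and 9.49-fold higher, when the library labelled DTA-1 replicate 1 was left out. In the DTA-1 libraries the summed counts of the macrophage genes Lyz2, C1qa, C1qb and C1qc were 58, against 1448 for Chil3.
Ctgf (chromosome 10, 24595442 to 24598683) had 40, 118 and 17 counts in isotype control, Pdgfra (chromosome 5, 75152292 to 75198215) had 68, 14 and 25, and Fbn1 (chromosome 2, 125300594 to 125507993) had 20, 22 and 35. Each had 0 counts in all 3 DTA-1 libraries, which is at least 17.3-fold, 10.5-fold and 7.61-fold lower. For Ctgf and Pdgfra much of this rests on the isotype control library with the highest count. The bound was 8.42-fold for Ctgf without isotype control replicate 2 and 5.77-fold for Pdgfra without isotype control replicate 1. The edgeR adjusted p was 0.452 for each. By DESeq2's Wald test the adjusted p was 0.000132 for Ctgf, 0.00163 for Pdgfra and 0.00395 for Fbn1, and without the library labelled DTA-1 replicate 1 the edgeR adjusted p was 0.0391, 0.0481 and 0.0359. Over the alternatives the adjusted p of each of the 3 genes reached 0.997, and the DESeq2 values were the lowest. All 10 tested genes of a list of fibroblast genes, which holds none of these 3, were lower with DTA-1 as well, and in 6 of the 10 the libraries of the groups overlapped. Rap1gap2 (chromosome 11, 74383356 to 74610915) had 44, 48 and 1 counts in isotype control and 35, 0 and 0 in DTA-1, a log2 fold change of −1.22 (standard error 1.37, edgeR adjusted p = 0.884). It was at least 9.26-fold lower without the library labelled DTA-1 replicate 1 (edgeR adjusted p = 0.15, range 0.15 to 0.999), and the log2 fold change was −0.75 without isotype control replicate 2 and −0.64 without either of the other DTA-1 libraries.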

The effect of DTA-1 treatment on whole ILC2 transcriptome is shown as a volcanic plot based on the *p*-value and expression fold-change (FC) of each analyzed gene (Fig. 7a). In red are the statistically significant genes either upregulated or downregulated by a 1.5 FC in response to DTA-1 treatment, also further depicted in a heat plot (Fig. 7b). 

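With all 6 libraries, none of the 14361 genes tested was differentially expressed (count of 0, smallest edgeR adjusted p = 0.452). At an unadjusted p under 0.05 and a change of at least 1.5-fold there were 337 genes, 156 of them higher and 181 lower with DTA-1. In 1621 genes (11.3%) every DTA-1 library lay above or below every isotype control library, where chance gives 10%. Of these genes 755 were higher and 866 lower. Among the alternatives that kept the adjusted p, leaving out the library labelled DTA-1 replicate 1 moved the count most. Of 14911 genes 111 were then differentially expressed, 87 higher and 24 lower. Dropping a treated library that resembles the controls makes p values smaller, so this count is no independent evidence of an effect. Leaving out any of the other 5 libraries left the count at 0, with 307 to 397 genes at the unadjusted p and 1.5-fold. DESeq2's Wald test on all 6 libraries called 25 genes, 13 higher and 12 lower, of which 16 were among the 111. Without the filter on low counts 2 genes were called, Ctgf and Pdgfra, both lower.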

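The cytokine and cytokine receptor genes were taken as those whose symbol begins with Il or Csf followed by a digit. Of these, 42 were tested, and 21 were higher and 21 lower with DTA-1. Across these genes the mean normalized counts of the groups, as log2 of the mean plus 1, had a Pearson r of 0.994 and a Spearman rho of 0.988. These are correlations across genes, which are not independent replicates. None of the 42 genes was differentially expressed (0 genes, smallest edgeR adjusted p = 0.491). That smallest value was for Csf1 (chromosome 3, 107741048 to 107760469), named here after its values were seen, with 32.2 ± 2.50 normalized counts in isotype control and 22.5 ± 1.14 in DTA-1 (SD, n = 3 each). Csf1 was lower in all 3 DTA-1 libraries, with a log2 fold change of −0.52 (standard error 0.11), short of 1.5-fold. It was the 1 gene with an adjusted p under 0.05 when adjusted over the list alone (0.0237), against 20 without the library labelled DTA-1 replicate 1. Its log2 fold change was then −0.56 (edgeR adjusted p = 0.0481), and over the alternatives its adjusted p ranged from 0.0143 with DESeq2's Wald test to 0.997. At an unadjusted p under 0.05 and 1.5-fold there were 6: Csf2, Il1r2, Il20rb, Il5 and Il9 were higher and Il11ra1 was lower. Csf2, Il1r2, Il2rg and Il5, which are 4 of the 47 genes tested without the library labelled DTA-1 replicate 1, were differentially expressed in that comparison, all higher.
Il2rg, the common cytokine receptor gamma chain gene (chromosome X, 101264378 to 101268255), had 1116 ± 25.5 normalized counts in isotype control and 1564 ± 396 in DTA-1 (SD, n = 3 each). The log2 fold change of Il2rg was 0.49 (standard error 0.15, edgeR adjusted p = 0.627). The decoy receptor gene Il1r2 (chromosome 1, 40074079 to 40125231) had 59.2 ± 4.84 and 108 ± 43.9 normalized counts, a log2 fold change of 0.87 (standard error 0.30, edgeR adjusted p = 0.647). For Il2rg and Il1r2 the log2 fold changes without the library labelled DTA-1 replicate 1 were 0.68 and 1.17, both with an edgeR adjusted p of 0.000115 in a range of 0.000115 to 0.999 over the alternatives. In that library Il2rg had 1107 and Il1r2 57.5 normalized counts. Il17rb (chromosome 14, 29996135 to 30008896) had 7.69 ± 0.920 and 5.36 ± 3.00 normalized counts, a log2 fold change of −0.52 (standard error 0.33, edgeR adjusted p = 0.764). It was −1.06 without the library labelled DTA-1 replicate 1 (edgeR adjusted p = 0.0874, range 0.0874 to 0.999) and −0.22 without DTA-1 replicate 3. Il11ra1 (chromosome 4, 41699989 to 41769474) had 5.76 ± 0.610 and 3.61 ± 0.0426 normalized counts, a log2 fold change of −0.67 (standard error 0.21, edgeR adjusted p = 0.627), and all 3 DTA-1 libraries lay below all isotype control libraries. Both of these values are uncertain. Il17rb overlaps Actr8 and Il11ra1 overlaps Galt and Dctn3, all with more counts, and the paper's text does not say how reads in overlapping genes were assigned. The same limit holds for other genes of the gene lists, among them Ikbkg (under G6pdx), Nfkbib (Sirt2), Bid (Bcl2l13), Csf1r (Hmgxb3) and Egfl7 (Agpat2).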

The cytokine and cytokine receptor genes were correlated based on their modulation in response to DTA-1. As demonstrated in Fig. 7c, expression of IL-5, IL-9, IL-13, and Csf2 were all induced after DTA-1 treatment. These results are consistent with our in vitro (Fig. 1c) and in vivo (Fig. 4c) data. 

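Il5 (chromosome 11, 53720794 to 53725106) had 5325 ± 230 normalized counts in isotype control and 8074 ± 2156 in DTA-1 (SD, n = 3 each). Its log2 fold change was 0.60 (standard error 0.16, edgeR adjusted p = 0.627), and each DTA-1 library lay above each isotype control library. Csf2, which encodes GM-CSF (chromosome 11, 54247271 to 54249667), had 275 ± 4.17 and 491 ± 200.4 normalized counts, a log2 fold change of 0.84 (standard error 0.30, edgeR adjusted p = 0.656). Il13 (chromosome 11, 53631324 to 53634702) had 70.2 ± 5.73 and 90.2 ± 17.3 normalized counts, a log2 fold change of 0.36 (standard error 0.13, edgeR adjusted p = 0.632). Il9 (chromosome 13, 56479277 to 56482246) had 1.11 ± 0.289 and 3.00 ± 2.76 normalized counts, from 29, 49 and 39 counts in isotype control and 27, 191 and 64 in DTA-1. The log2 fold change of Il9 was 1.43 (standard error 0.59, edgeR adjusted p = 0.657). The rises of Csf2, Il13 and Il9 were in 2 of 3 DTA-1 libraries above every isotype control library.
Without the library labelled DTA-1 replicate 1 the log2 fold change was 0.80 for Il5 and 1.13 for Csf2, each with an edgeR adjusted p of 0.000115. It was 0.49 for Il13 (edgeR adjusted p = 0.0560) and 1.87 for Il9 (edgeR adjusted p = 0.103). Over the alternatives these adjusted p values were the lowest and the highest was 0.999 for each gene. With DTA-1 replicate 2 left out instead, the log2 fold change was 0.39 for Il9 and 0.22 for Il13.

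**Figure D1:**
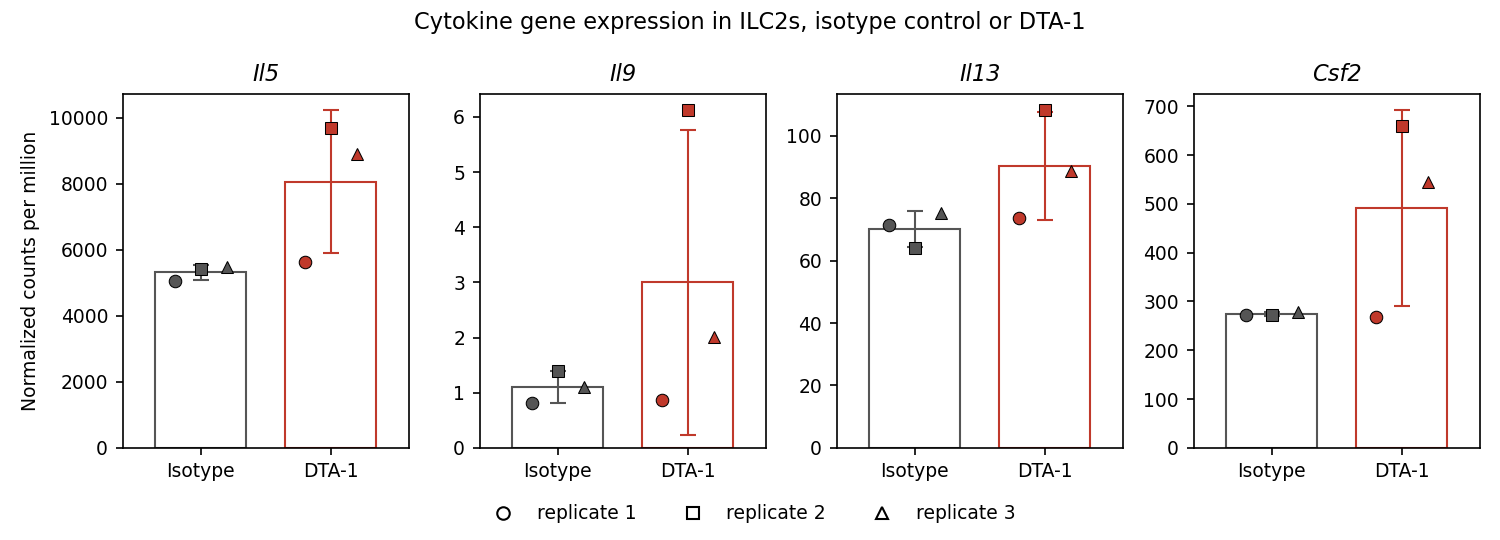
Normalized counts of Il5, Il9, Il13 and Csf2 in ILC2s with isotype control or DTA-1. Bars are means, error bars are SD (n = 3) and each symbol is a library; the library labelled DTA-1 replicate 1 (red circle) lies near the isotype control libraries in each panel, at 5627 for Il5 and 269 for Csf2.

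From these data the paper states that the expression of all 4 genes was induced by DTA-1, and relates this to its cytokine measurements in Fig. 1c and Fig. 4c.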

The NF-κB pathway was described as being downstream of the activation pathways of GITR^27^. 

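Of the components of the NF-κB pathway drawn in Fig. 7d, 12 genes were tested and 11 had a higher mean with DTA-1. Nfkb2, which encodes the p100 precursor (chromosome 19, 46304737 to 46312090), had 111 ± 6.89 normalized counts in isotype control and 243 ± 117 in DTA-1 (SD, n = 3 each). The log2 fold change of Nfkb2 was 1.13 (standard error 0.43, edgeR adjusted p = 0.678). The inhibitor gene Nfkbia (chromosome 12, 55489410 to 55492647) had 91.5 ± 8.98 and 168 ± 70.1 normalized counts, a log2 fold change of 0.88 (standard error 0.32, edgeR adjusted p = 0.657). Relb (chromosome 7, 19606217 to 19629438) had 39.5 ± 4.19 and 70.0 ± 26.5 normalized counts, a log2 fold change of 0.83 (standard error 0.24, edgeR adjusted p = 0.627). For Nfkbie and Tnip1 the log2 fold changes were 0.58 and 0.49. Nfkb1 (chromosome 3, 135584655 to 135691547) had the other direction, with 395 ± 14.5 and 316 ± 78.1 normalized counts and a log2 fold change of −0.32 (standard error 0.13, edgeR adjusted p = 0.657).
None of the 12 genes was differentially expressed (0 genes, 3 at an unadjusted p under 0.05 and 1.5-fold), and 3 had an adjusted p under 0.05 when adjusted over the list alone. Without the library labelled DTA-1 replicate 1 the log2 fold changes were 1.49 for Nfkb2, 1.19 for Nfkbia, 1.11 for Relb, 0.79 for Nfkbie and 0.66 for Tnip1, and these 5 genes were differentially expressed. Their edgeR adjusted p values were 1.34e-05, 0.000115, 0.000610, 0.00570 and 0.00564, and each reached 0.999 over the alternatives. Nfkb1 was then at −0.54 (edgeR adjusted p = 0.00162, range 0.00162 to 0.999), short of 1.5-fold.

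**Figure D2:**
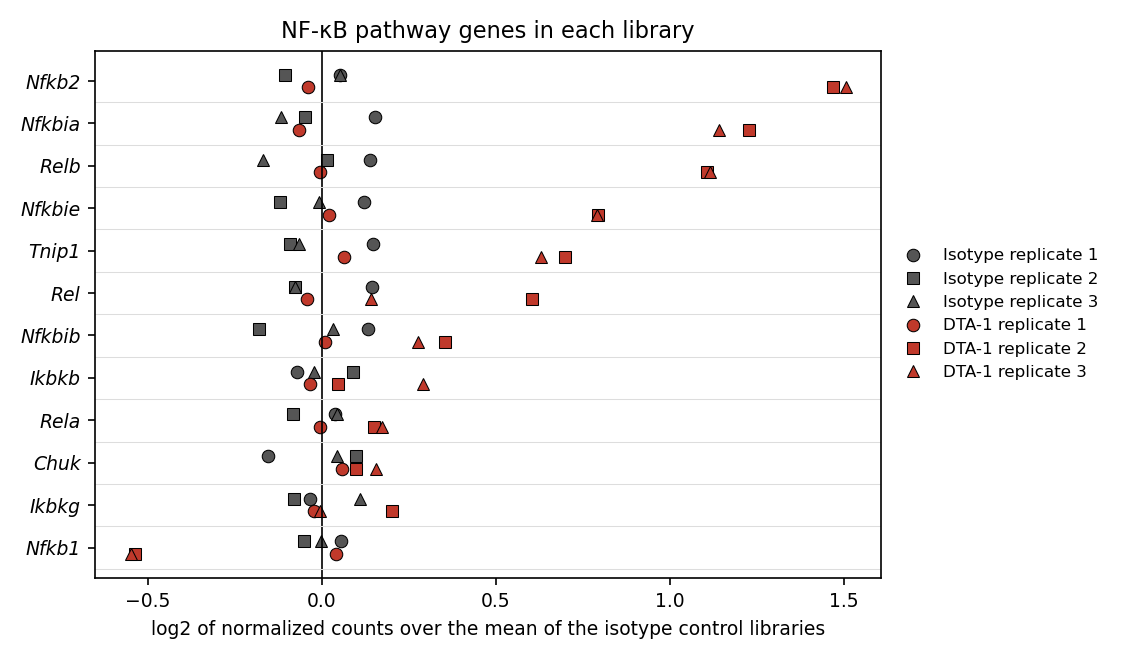
NF-κB pathway genes of Fig. 7d in each library, as log2 of the normalized counts over the mean of the isotype control libraries (grey) with DTA-1 libraries in red. DTA-1 replicates 2 and 3 lie to the right for Nfkb2, Nfkbia, Relb, Nfkbie and Tnip1 and to the left for Nfkb1, and the library labelled DTA-1 replicate 1 lies among the isotype control libraries for these 6 genes.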

Consistent with these reports, further analysis of our dataset with Ingenuity Pathway Analysis (IPA) revealed that critical genes involved in the NF-κB pathway were induced in response to DTA-1 treatment compared to the isotype control group (Fig. 7d). This NF-κB pathway was in fact significantly enriched (*p*-value = 5.92 × 10^−4^ and *z*-score = 1.000). 

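The 12 pathway genes were tested as a set with camera at a preset correlation of 0.01 between genes. Their median log2 fold change was 0.24, with a camera p of 3.95e-06, or 1.78e-05 after Benjamini-Hochberg adjustment over the 18 gene lists tested. With the correlation between genes estimated from the data the camera p was 0.0911 and with fry it was 0.112 (0.259 and 0.366 after adjustment over the lists). Neither p was under 0.05. Camera compares a list with the other genes, and only fry tests it against no change. A second list held 30 target genes of NF-κB outside Fig. 7d, of which 26 were tested and 19 were higher with DTA-1. Their median log2 fold change was 0.28, with a camera p of 1.23e-07, or 1.11e-06 after the same adjustment. Its p was 0.0420 with the estimated correlation and 0.0828 with fry, which the adjustment over the lists raised to the same values as for the pathway genes. By edgeR 0 of these genes were differentially expressed, and 6 had an unadjusted p under 0.05 and 1.5-fold. When adjusted over the list alone, 7 had an edgeR adjusted p under 0.05. DESeq2's Wald test on all 6 libraries called 2 of the target genes, both higher. They were Tnip3 (log2 fold change 2.51, DESeq2 adjusted p = 0.00395) and Tnf (0.953, DESeq2 adjusted p = 0.0497). The medians were 0.35 and 0.38 without the library labelled DTA-1 replicate 1. They were lowest at 0.15 for the pathway genes without DTA-1 replicate 2 and at 0.19 for the target genes without DTA-1 replicate 3. With the library labelled DTA-1 replicate 1 left out, the p of the pathway genes was 5.09e-24 with camera, 0.00767 with the estimated correlation and 0.000944 with fry. For the target genes it was 1.04e-19, 0.00200 and 1.78e-05, and 7 target genes were differentially expressed: Tnfaip3, Birc3, Traf1, Tnip3, Icam1, Ltb and Tnf. The enrichment computed with IPA was not repeated.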

Even though the expression of the activated NF-κB p65 subunit (also known as RelA), a crucial gene in NF-κB pathway activation was not induced at the mRNA level, we observed by cytometry at the protein level an upregulation of its expression in response to DTA-1 treatment (Fig. 7e, f). This discrepancy could be explained by the fact that RelA is mainly regulated at the post-translational level by phosphorylation. 

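Rela, which encodes p65 (chromosome 19, 5637483 to 5648130), had 181 ± 8.88 normalized counts in isotype control and 195 ± 12.9 in DTA-1 (SD, n = 3 each). Its log2 fold change was 0.11 (standard error 0.07, 95% confidence interval −0.05 to 0.26, edgeR adjusted p = 0.767). The DTA-1 and isotype control libraries overlapped, and the upper end of the interval lies below a change of 1.5-fold. Leaving out the library labelled DTA-1 replicate 1 gave a log2 fold change of 0.16 (edgeR adjusted p = 0.304, range 0.304 to 0.999 over the alternatives). With each library left out in turn it stayed between 0.07, without isotype control replicate 2, and 0.16.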

Further pathway analysis also revealed a network of genes that altogether statistically (*p* = 4.13 × 10^−9^) inhibited (*z*-score = −0.929) the apoptosis of leukocytes in response to DTA-1 treatment (Fig. 7g). 

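The network of Fig. 7g names 21 genes, of which 20 were tested and Msr1 was removed by the filter. All 20 had the direction drawn in Fig. 7g, 14 of them higher and 6 lower with DTA-1. None was differentially expressed (0 genes), 14 had an unadjusted p under 0.05 and 1.5-fold, and 15 had an adjusted p under 0.05 when adjusted over the list alone, which is not independent evidence because the study chose these genes on these samples. All 21 genes had the direction drawn and 11 were differentially expressed without the library labelled DTA-1 replicate 1. DESeq2's Wald test called 1 of the 20, Tnfrsf4.
Tnfrsf4, which encodes OX40 (chromosome 4, 156013843 to 156016612), had 27.6 ± 4.48 normalized counts in isotype control and 48.1 ± 13.7 in DTA-1 (SD, n = 3 each). Its log2 fold change was 0.80 (standard error 0.20, edgeR adjusted p = 0.627, DESeq2 adjusted p = 0.0165). It was 1.02 without the library labelled DTA-1 replicate 1 (edgeR adjusted p = 0.00573, range 0.00573 to 0.999). The survival gene Birc3 (chromosome 9, 7848699 to 7873186) had 82.3 ± 3.37 and 135 ± 46.0 normalized counts, a log2 fold change of 0.71 (standard error 0.22, edgeR adjusted p = 0.627). It was 0.97 with the library labelled DTA-1 replicate 1 left out, the edgeR adjusted p being 0.000115 in a range of 0.000115 to 0.999. Traf1 had a log2 fold change of 0.46, and of 0.63 without that library (edgeR adjusted p = 0.00346, range 0.00346 to 0.999). Gadd45b (chromosome 10, 80930073 to 80932204) had 5.18 ± 0.646 and 8.52 ± 0.420 normalized counts, a log2 fold change of 0.72 (standard error 0.19, edgeR adjusted p = 0.627), and all 3 DTA-1 libraries lay above all isotype control libraries. Among the lower genes, Serpinf1 (chromosome 11, 75409769 to 75422701) had 2.05 ± 0.767 and 0.509 ± 0.204 normalized counts, a log2 fold change of −2.0 (standard error 0.48, edgeR adjusted p = 0.627). Zc3h8 had a log2 fold change of −0.80, and in both genes all DTA-1 libraries lay below all isotype control libraries. Tfr2 had a log2 fold change of −0.54, and of −1.16 without the library labelled DTA-1 replicate 1 (edgeR adjusted p = 0.148, range 0.148 to 0.999). It was −0.28, −0.33 and −0.30 without DTA-1 replicate 2, DTA-1 replicate 3 and isotype control replicate 3. Btk had a log2 fold change of −0.28 (standard error 0.47, edgeR adjusted p = 0.930). It was −0.81 without the library labelled DTA-1 replicate 1 and turned to 0.15 without DTA-1 replicate 2.

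**Figure D3:**
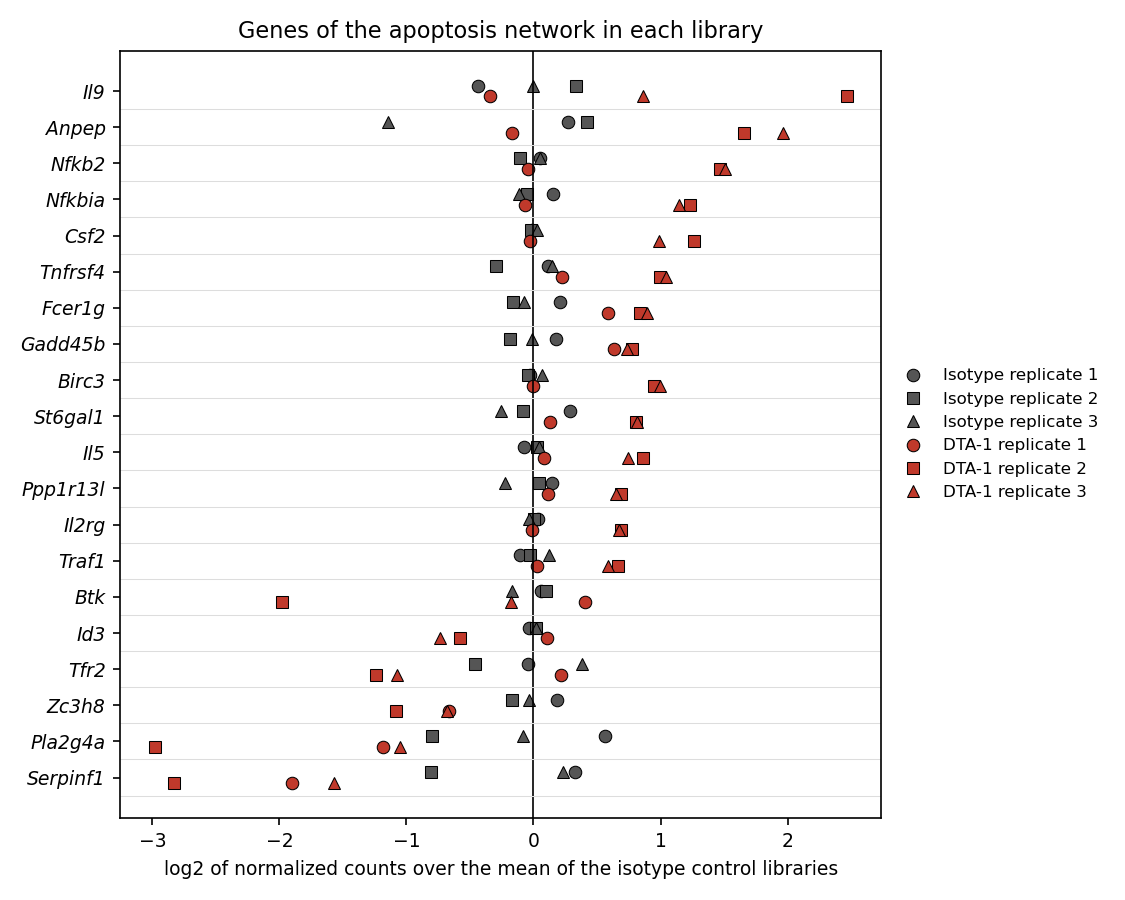
The 20 tested genes of the apoptosis network in each library, as log2 of the normalized counts over the mean of the isotype control libraries (grey) with DTA-1 libraries in red. In Gadd45b, Zc3h8 and Serpinf1 the library labelled DTA-1 replicate 1 lies with the other DTA-1 libraries, and in Nfkb2, Nfkbia, Birc3 and Il2rg it lies among the isotype control libraries.

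In lists written from general knowledge, 12 anti-apoptotic genes had a median log2 fold change of −0.07, with a camera p of 0.511, or 0.836 after adjustment over the lists. A list of pro-apoptotic genes, of which 19 were tested, had a median of 0.04 with a camera p of 0.942, and 0.942 after adjustment. With the library labelled DTA-1 replicate 1 left out the medians were −0.09 and −0.02, so the direction of the latter changed. With each library left out in turn the medians lay between −0.09 and −0.01 for the anti-apoptotic genes and between −0.02 and 0.07 for the pro-apoptotic genes. Birc3 was the anti-apoptotic gene that was differentially expressed without the library labelled DTA-1 replicate 1.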

To assess further the effect of GITR engagement on apoptosis, we quantified by cytometry the percentage of early (AnV^+^ 7AAD^−^) and late (AnV^+^ 7AAD^+^) apoptotic VAT ILC2s in *GITR*^*-/-*^ versus C57BL/6 control mice. We observed that in absence of GITR expression, ILC2s from the VAT were more apoptotic compared to control mice (Fig. 7h). Collectively, these results demonstrate that GITR engagement consistently induces the secretion of ILC2 effector cytokines, as well as activating the NF-κB downstream pathway and inhibiting ILC2 apoptosis, altogether favoring ILC2 survival and activation.

**Fig. 7:**
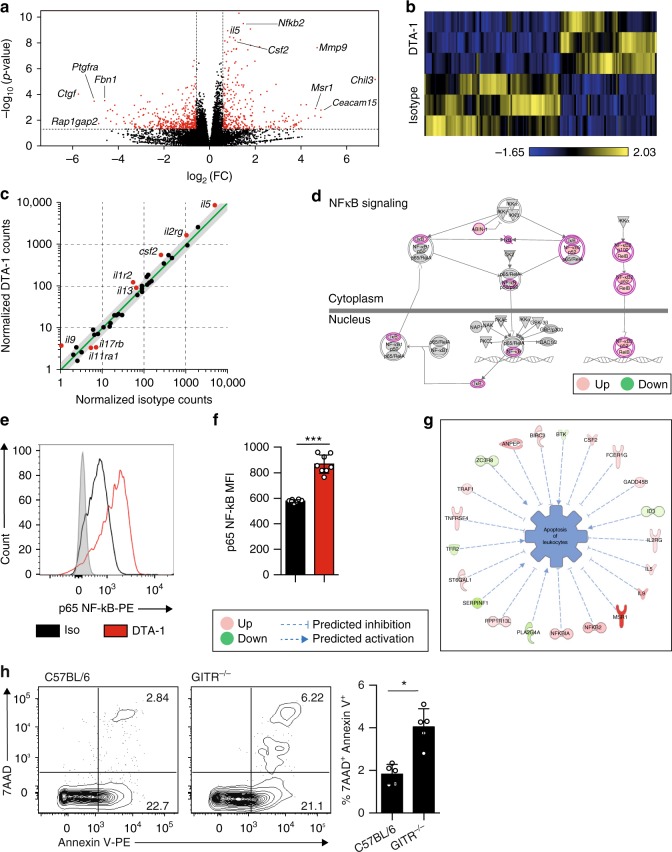
GITR engagement induces NF-κB pathway signaling in ILC2s. **a** Volcano plot comparison of whole transcriptome gene expression of sorted WT ILC2s from VAT treated with isotype control or DTA-1 (5 µg/mL) for 24 h in vitro, *n* = 3. Differentially expressed genes (defined as statistically significant adjusted *p*-value < 0.05) with changes of at least 1.5 fold-change (FC) are shown in red. Notable differentially expressed genes are labeled. **b** Heat plot of differentially expressed genes. **c** Selected genes plotted as the normalized counts in isotype control-treated compared to DTA-1-treated mice. Differentially expressed genes (defined as in a) are shown in red. Gray area indicates region of 1.5 fold-change cutoff or lower change in expression. Shown are expression of cytokine and cytokine receptor genes. **d** Upregulated (red) and downregulated (green) genes in the NF-κB pathway. **e** Representative histogram of the expression of NF-κB p65 in isolated ILC2s from mice challenged with IL-33 and cultured in vitro for 24 h with DTA-1 (red) or isotype control (black). The level of isotype-matched stain control is shown as a gray-filled histogram. **f** Corresponding quantification presented as Mean Fluorescence Intensity of NF-κB p65 with DTA-1 or isotype control. **g** Network analysis of upregulated (red) and downregulated (green) genes overall significantly predicted to inhibit the apoptosis of leukocytes. **h** Representative flow cytometry plots of VAT Lin^-^CD45+IL-7R+ST2+Annexin V^+^ 7-AAD^+^ ILC2s from C57/BL6 or *GITR*^*-/-*^ mice (*n* = 5) and corresponding quantitation presented as the percentage of ILC2s. Error bars are the mean ± SEM. Student’s *t*-test, *p < 0.05, ***p < 0.001

### GITR on human ILC2s and Th2 cytokine production

We next explored whether human ILC2s express GITR and whether GITR engagement could play a crucial role in the activation and function of human ILC2s. Purified peripheral blood ILC2s from healthy donors were cultured with recombinant human (rh) IL-2, rhIL-7, and rhIL-33 and plate bound GITR-L-Fc or isotype control for 0, 24, and 48 h (Supplementary Figure 7a). We found that GITR was induced on human ILC2s in a time-dependent manner. Indeed, the longer the incubation in presence of GITR-L-Fc, the stronger was GITR expression on the cell surface (Fig. 8a). In line with these observations, human GITR was also expressed on the surface of VAT-derived ILC2s from healthy subjects (Fig. 8b and Supplementary Figure 7b). Considering that upon activation ILC2s secrete higher levels of Th2 cytokines such as IL-5 and IL-13, we also measured by Luminex Th2 cytokines in the supernatant of human blood ILC2s cultured on plate bound GITR-L-Fc for 24 h. In line with our data obtained with murine ILC2s, in response to GITR engagement human ILC2s also secrete high amounts of IL-5, IL-13, GM-CSF, IL-8, and IL-9 in presence of rhIL-33 (Fig. 8c). Taken together, these results show that human ILC2s express GITR and that GITR engagement induces Th2 cytokine secretion on rhIL-33 activated ILC2s, suggesting a co-stimulatory role of the GITR receptor in human ILC2s, similar to that observed in mice.

**Fig. 8:**
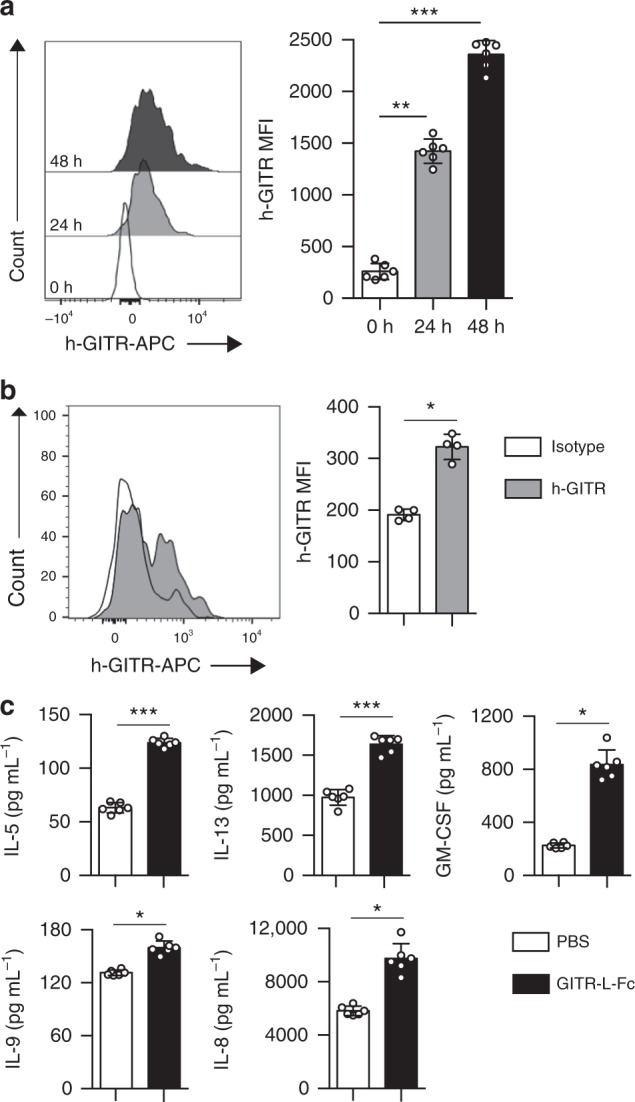
GITR is expressed on human ILC2s and augments Th2 cytokine production. FACS-sorted human blood ILC2s were cultured with recombinant human (rh) IL-2, rhIL-7, and rhIL-33 and plate bound GITR-L-Fc or isotype control, human IgG, *n* = 6. **a** Representative FACS plots of h-GITR expression after 0, 24, and 48 h of stimulation on ILC2s and corresponding quantitation presented as MFI. **b** Representative FACS plot of h-GITR staining on VAT-ILC2s isolated from healthy subjects and corresponding quantitation, *n* = 4. **c** The levels of IL-5, IL-13, GM-CSF, IL-8, and IL-9 in the culture supernatants were measured by Luminex after 24 h of stimulation. Data representative of 6 individual blood donors, *n* = 6. Error bars are the mean ± SEM. Student’s *t*-test, *p < 0.05, **p < 0.01, ***p < 0.001

## Discussion

In this report, we demonstrate that GITR—a member of the TNFR superfamily and known as a co-stimulatory molecule—is expressed on both murine and human ILC2s from the VAT. We discovered that GITR engagement on ILC2s with the specific agonist DTA-1 induces Th2 cytokine secretion in activated ILC2s but has no effect on naïve ILC2s. Importantly, we showed that GITR engagement is protective against insulin resistance onset and can also ameliorate established insulin resistance. By inducing Th2 cytokine secretion in activated ILC2s, GITR engagement modulates macrophage polarization, which in turn favors insulin sensitivity. Our results suggest the potential of GITR engagement not only as a therapeutic molecule against insulin resistance but also as an immune checkpoint for activated ILC2s.

GITR as a Glucocorticoid-induced tumor necrosis factor receptor-related protein is highly expressed in activated T cells and regulatory T cells (Tregs)^28^. This receptor was initially cloned from a mouse T-cell hybridoma as a dexamethasone-inducible molecule^29^. GITR plays a crucial role in the differentiation of thymic Tregs (tTregs) and in the proliferation of both tTregs and peripheral Tregs. GITR has been described as a key marker of functional Tregs and participates in costimulation of effector T cells (Teffs). The costimulatory effect of GITR engagement in T cells induces T cell expansion and cytokine secretion^22,30,31^. This T cell activation was associated with enhanced cell cycle progression, cytokine production, such as IL-2 and intracellular signaling including activation of NF-κB pathway^30^. Similarly, other groups showed that Treg cell proliferation triggered by GITR costimulus is linked to the loss of the anergic phenotype and suppressor activity^22^. In addition, GITR signaling can also induce proliferation of antigen-stimulated T cells when exposed to their specific antigen^31^. These previous findings suggest that GITR can act as a costimulatory molecule on Teff cells.

In our study we observed that activation of GITR signaling pathway resulted in enhanced cytokine secretion, increased ILC2 recruitment and induction of a network of genes inhibiting leukocyte apoptosis suggesting that GITR engagement also promotes cell survival. These results clearly illustrate that in the context of metabolic syndrome, ILC2s are primed and readily respond to GITR costimulation. This primary signal is critical for GITR signaling as GITR engagement has no effect of naïve ILC2s. The increased concentration of IL-33 and IL-25 in the VAT observed in our study in association with the low-grade inflammation linked to metabolic syndrome constitute a primary signal vital for ILC2 activation. Furthermore, the lack of intracellular IL-5^+^ or IL-13^+^ induction in VAT ILC2s in response to GITR engagement in lean mice further highlights the requirement for a primary signal in GITR signaling. Our results clearly indicate that in addition to T cells, GITR can act as an immune checkpoint capable of costimulating activated ILC2s. In this regard, various types of immune cells are recruited to VAT as a result of the low-grade inflammation associated with obesity, among them are monocytes/macrophages. For example, through the production of different types of inflammatory mediators, macrophages acquire a phenotype that favors the resolution of the inflammation. Alternatively activated macrophages are a subset of anti-inflammatory macrophages also identified as “M2” macrophages, and are characterized by IL-10 secretion, arginase 1 and CD206 (mannose receptor) expressions^32^. They are vital components of immune responses as the decrease of AAM numbers in the adipose tissue has been demonstrated to promote insulin resistance, highlighting their protective role against metabolic disease. Furthermore, AAMs have also been described as key players in adipose tissue remodeling and in regulating classical inflammation^33^. In the adipose tissue, the activation of ILC2s, notably by IL-33, is associated with increased numbers of AAMs in adipose tissue. In line with this, studies have shown that mice lacking either IL-33 or ST2 are characterized by reduced ILC2 activation and decreased numbers of AAMs in adipose tissue^4,6,34^. Similarly, IL-33 treatment is metabolically beneficial as it has been associated with decreased adiposity, induced beiging of fat, improved fasting glycemia and insulin tolerance in obese mouse models^6,35,36^. In our study, in response to GITR engagement in ILC2s the number of AAMs in the adipose tissue was increased. This polarization of AAMs was associated with decreased insulin resistance, increased glucose tolerance and reduced adiposity. These findings are consistent with metabolic underpinnings of anti-inflammatory mechanisms in other obesity studies.

ILC2s coordinate innate type 2 immune responses through secretion of key Th2-associated cytokines like IL-5 and IL-13. Interestingly, it has been described that IL-5 plays an important role in the accumulation of eosinophils which in turn play a critical role in the maintenance of AAMs^26^. However, the migration of eosinophils into the adipose tissue and the reconstitution of AAMs were shown to be dependent on IL-13^10^. Similarly, in absence of IL-5 or IL-13, metabolic syndrome is exacerbated in mice fed a HFD. Inversely, mice overexpressing IL-5 or treated with IL-13 are leaner and more glucose tolerant^37^. Our results are consistent with these observations since we show that GITR engagement induces Th2 cytokine secretion in activated ILC2s, resulting in increased numbers of AAMs in the adipose tissue and improvement of glucose tolerance in mice. We further validated that the protective role of GITR engagement was dependent on Th2 cytokine secretion by using transgenic knockout mouse models in conjunction with adoptive transfer studies. Interestingly our results demonstrated that the protective effect of GITR engagement on insulin resistance was critically dependent on IL-13 secretion. The secretion of IL-13 has been previously described to polarize macrophages towards an “alternatively activated” phenotype, which in turn helps to maintain glucose homeostasis and dampen inflammation^10^. It is noteworthy to mention that GITR engagement demonstrated not only a preventive role against the onset of insulin resistance but also therapeutic effects, as the binding of the GITR specific agonist on ILC2s improved insulin sensitivity of diabetic mice. This notion is consistent with our in vitro results and recent epidemiological studies. For example, of 26 inflammatory biomarkers evaluated in a longitudinal analysis of ~1000 subjects from the Rotterdam Study, plasma IL-13 levels were inversely associated with progression from normoglycemia to pre-diabetes, incident T2DM, and initiation of insulin therapy^38^.

In a study by Esparza et al., GITR engagement was found to induce the NF-κB pathway in lymphocytes^27^ and in another study, it was suggested that upon activation with IL-33, the downstream canonical NF-κB signaling pathway is activated in target cells resulting in Th2 cytokines production^39^. Our results also address this molecular mechanism for GITR engagement on ILC2s since we demonstrated that the NF-κB pathway was significantly enriched in our transcriptomic analysis, and the expression of the activated NF-κB p65 subunit at the protein level was induced in response to DTA-1 treatment. Collectively, these results suggest that GITR engagement could repress a key pro-inflammatory signaling pathway mediated via NF-κB.

We further investigated whether this protective effect of GITR engagement was relevant in human cells. We observed that upon activation ILC2s express GITR in a time-dependent manner resulting in an induction of Th2 cytokine secretion. In accordance with the effects seen in murine ILC2s, specific GITR agonist significantly stimulated ILC2s suggesting a costimulatory role of the GITR receptor in human ILC2s. Taken in their entirety, our results suggest that activating GITR signaling pathway might be an effective therapeutic strategy to prevent and improve T2DM.

In conclusion, in this study we demonstrate GITR expression on ILC2s in the VAT, and that in activated ILC2s upon engagement this pathway results in Th2 cytokine secretion, altogether demonstrating a co-stimulatory immune checkpoint role for GITR. Strikingly, we also demonstrated that GITR engagement improves glucose tolerance and insulin sensitivity not only in preventive but also in a therapeutic manner. This protective role of GITR engagement is dependent on an enhanced Th2 cytokine production. Therefore, our results suggest a protective role of GITR signaling in the metabolic syndrome and present the specific GITR agonist as a preventive and therapeutic candidate for regulating T2DM.

## Methods

### Mice

GITR deficient mice were obtained from Dr. Tania Watts (University of Toronto, Toronto, Canada) and Dr. Carlo Riccardi (University of Perugia, Perugia, Italy). C57BL/6J, *Ob/Ob* (B6.Cg-*Lep*^ob^/J), *RAG2* deficient (C.B6(Cg)-Rag2^tm1.1Cgn^/J), *IL-13* deficient (C.129P2-*Il13*^tm1.1Anjm^) and *IL-5* deficient (C57BL/6-*Il5*^tm1Kopf^/J) mice were purchased from the Jackson Laboratory (Bar Harbor, Maine). All mice were bred in our animal facility at the Keck School of Medicine, University of Southern California (USC). Four to eight-week-old aged and sexed-matched mice were used in the studies. All animal studies were approved by the USC institutional Animal Care and Use Committee and conducted in accordance with the USC Department of Animal Resources’ guidelines.

### Diet-induced obesity and in vivo treatments

When indicated, mice were fed a high fat diet (HFD, Rodent diet with 60 kcal% Fat, D12492i) from Research Diets Inc. (New Brunswick, New Jersey) for the indicated times, as described before^40^. All other mice were fed a normal chow diet (NCD). For in vivo experiments investigating the effect of GITR engagement, GITR agonist DTA-1 (1 mg/mouse, BioXCell, West Lebanon, New Hampshire, BE0063), or the monoclonal antibody rat IgG2b isotype control (BioXCell) (1 mg/mouse) was administered intraperitoneally every 4 days from the indicated start of treatment until termination of the experiment.

### In vivo metabolic phenotyping

To measure weight and fasting blood glucose levels, mice were fasted overnight (~14–16 h), weighed and glucose values were measured using a glucometer (Contour^®^Next EZ, Bayer, Leverkusen, Germany) collecting a drop of blood every two weeks. For intraperitoneal glucose tolerance tests (ip-GTT), mice were fasted overnight (~16 h), weighed and injected with 2 g/kg 20% d-glucose (Sigma Aldrich) solution intraperitoneally. Blood glucose values were measured for each mouse by collecting a drop of blood before injection and at 20, 40, 60, 90, 120, 150, 180, 210, and 240 min post-injection. For insulin tolerance tests (ITT), mice were fasted for 5 h, weighed and injected with 0.5U/kg human insulin (Novolin^®^, Novo Nordisk^®^, Bagsværd, Denmark) diluted in Sodium Chloride Solution 0.9% w/v (Azer Scientific, Morgantown, Pennsylvania) solution intraperitoneally. Blood glucose values were measured for each mouse by collecting a drop of blood before injection and at 20, 40, 60, 90, 120, 150, 180, 210, and 240 min post injection. For both glucose and insulin tolerance tests, the data were analyzed by quantifying the area under the curve (AUC) for each group of mice. When indicated, blood was collected by cardiac puncture and plasma insulin levels were measured using the ultra-sensitive mouse insulin ELISA Kit (Crystal Chem High Performance Assays). Metabolic analysis of whole animals were performed using PhenoMaster/LabMaster home cages following the manufacturer’s instructions (TSE Systems). Briefly, at the indicated time after onset of treatment, mice were singly housed and measures were taken every 27 min for 5 days. Measures included oxygen consumption and carbon dioxide output, as variations in oxygen consumption and energy expenditure (heat) over time were calculated. Energy expenditure was normalized to body mass and lean mass. Mouse body composition was assessed with a minispec LF90 TD-NMR (Time-domain nuclear magnetic resonance spectroscopy) analyzer (Bruker) to quantify fat and lean mass.

### Murine ILC2 isolation and in vitro stimulation

Murine VAT and human peripheral ILC2s were isolated to >95% purity using the FACS Aria III cell sorter. For in vivo stimulation of murine VAT ILC2s, carrier free rm-IL-33 (Biolegend, San Diego, CA, 1 µg/mouse in 200 µL) was administered intraperitoneally to mice on three consecutive days. On day 4, murine ILC2s were isolated based on the lack of expression of classical lineage markers (CD3ε, CD45R, Gr-1, CD11c, CD11b, Ter119, TCRγδ, and FCεRI) and expression of CD45, ST2, and CD117. Isolated ILC2s were stimulated (5 × 10^4^/mL) with rm-IL-2 (10 ng/mL) and rm-IL-7 (10 ng/mL) for 48 h at 37 °C in presence of GITR agonist DTA-1 (5 µg/mL) from BioXCell, West Lebanon, New Hampshire (BE0063) or the monoclonal antibody rat IgG2b isotype control (BioXCell). For adoptive transfer experiments, 2.5 × 10^5^ purified ILC2s were adoptively transferred intravenously in 200 µL PBS into the recipients at the start of the indicated treatment.

### Human ILC2 isolation and in vitro stimulation

All human studies were approved by USC Institutional review board and conducted in accordance to the principles of the Declaration of Helsinki. Informed consent was obtained from all human participants. For human ILC2s from blood, peripheral blood mononuclear cells (PBMCs) were first isolated from human fresh blood by diluting the blood 1:1 in PBS and adding to SepMate^TM^-50 separation tubes (STEMCELL Technologies Inc, Vancouver, Canada) prefilled with 15 mL Lymphoprep^TM^ each (Axis-Shield, Oslo, Norway) and centrifugation at 1200 × *g* for 15 min. Human ILC2s were then isolated by cell sorting based on the lack of expression of classical lineage markers (CD3, CD14, CD16, CD19, CD20, CD56, CD235a, CD1a, CD123) and expression of CD45, CRTH2 and CD161. Purified human ILC2s were stimulated (5 × 10^4^/mL) with recombinant human (rh)-IL-2 (20 ng/mL), rh-IL-7 (20 ng/mL) and rh-IL-33 (20 ng/mL) for the indicated times at 37 °C in presence or absence of plate-bound GITR-L-Fc obtained from Dr. Alan Epstein at USC as described previously^41^. For human ILC2s from adipose tissue, adipose tissue samples were digested in collagenase IV (MP Biomedicals, LLC) at 37 °C for one hour and then processed on a 70 µm nylon cell strainer (Falcon®) into a single cell suspension.

### Supernatant cytokine measurement

Human IL-5 ELISA MAX™ Deluxe was purchased from BioLegend, Ready-SET-Go!®. ELISA for human IL-13, mouse IL-5, and IL-13 were purchased from ThermoFisher Scientific and the level of cytokines were measured according to the manufacturer’s instructions. Other cytokines were measured by multiplexed fluorescent bead-based immunoassay detection (MILLIPLEX^®^ MAP system, Millipore Corporation, Missouri U.S.A.) according to the manufacturer’s instructions, using a combination of 32-plex (MCYTMAG70KPX32) and 41-plex (HCYTMAG-60K-PX41) Millipore Human Cytokine panel kits. For each assay, the curve was performed using various concentrations of the cytokine standards assayed in the same manner and analyzed using MasterPlex2012 software (Hitachi Solutions America, Ltd.), as described by our group before^42,43^.

### Tissue preparation and flow cytometry

Epididymal adipose tissue used as representative VAT and BM were collected at the indicated times after transcardial perfusion to clear organs of red blood cells. VAT was processed to single cell suspensions as previously described^44^, and BM cells were collected by flushing bones with PBS. Stained cells were analyzed on FACSCanto II and/or FACSARIA III systems (Becton Dickinson) and the data were analysed with FlowJo version 10 software (TreeStar, Ashland, Oregon). The following mouse antibodies were used:

Biotin-CD3e (100304; clone: 145-2C11; 1/200), Biotin- D45R/B220 (103204; clone: RA3–6B2; 1/200), Biotin-Gr-1 (108404; clone: RB6–8C5; 1/200), Biotin-CD11c (117304; clone: N418; 1/200), Biotin-CD11b (101204; clone: M1/70; 1/200), Biotin-Ter119 (116204; clone: TER-119; 1/200), Biotin—FceRIa (134304; clone: MAR-1; 1/200), FITC-Streptavidin (405202; 1/500), PE-Cy7-CD127 (135014; clone: A7R34; 1/300), APCCy7-CD45 (103116; clone: 30-F11; 1/300), APC/Cy7-CD11c (117324; clone: N418; 1/300), PECy7-CD45 (103114; clone: 30-F11; 1/300), PE-F4/80 (123110; clone: BM8; 1/300), FITC-CD206 (141704; clone C068C2; 1/300), PE-IL-5 (504304; clone: TRFK5; 1/200), PE-Rat IgG1k (cat. #400407; clone: RTK2071; 1/200) were purchased from BioLegend. AlexaFluor647-CD357 (GITR) (565151; clone: DTA-1; 1/200) and AlexaFluor647-Rat IgG2b, k (557691; 1/200) were purchased from BD Pharmingen. eFluor 660-IL-13 (50-7133-82; clone: eBio13A; 1/200), eFluor 660-IgG1k (50-4301-82; clone: eBRG1; 1/200), Biotin-TCR-gd (13-5711-85; clone: eBioGL3; 1/200), PerCP-eFluor710-ST2 (46-9335-82; clone: RMST2-2; 1/300) APC-CD127 (17-1271-82; clone: A7R34; 1/300), eFluor450-CD11b (48-0112-82; clone: M1/70; 1/300) were purchased from eBioscience. Intranuclear staining was performed using the Foxp3 Transcription Factor Staining Kit (ThermoFisher Scientific), according to the manufacturer’s instructions. PE anti-human/mouse RelA NFκB p65 (IC5078P, 1/200) and PE-IgG2B (IC0041P, 1/200) were purchased from R&D Systems. Intracellular staining was performed using the BD Cytofix/ Cytoperm kit (BD Bioscience, San Jose, CA), according to the manufacturer’s instructions. The following human antibodies were used: FITC- Lineage (348801; 1/100), FITC-CD235a (349104; clone: HI264; 1/500), FITC-FCeRIa (334608; clone: AER-37; 1/100), FITC-CD1a (300104; clone: HI149; 1/100) FITC-CD123 (306014; clone: 6H6; 1/100), APCCy7-CD45 (304014; clone: HI30; 1/ 100), PerCP/Cy5.5-CD161 (339908; clone: HP-3G10; 1/100), APC-CD357 (GITR) (371206; clone: 108-17; 1/100), APC-IgG2ak (400221; clone: MOPC-173, 1/100), PE-CD294 (CRTH2) (350106; clone: BM16; 1/100), PE/Cy7-CD127 (IL-7Ra) (351320; clone: A019D5; 1/100) were purchased from BioLegend.

### RNA Sequencing (RNA-seq) and data analysis

Freshly isolated ILC2s after 3 i.p. injections of 1 µg rm-IL33 were stimulated (5 × 10^4^/mL) with rm-IL-2 (10 ng/mL) and rm-IL-7 (10 ng/mL) for the indicated times at 37 °C with GITR agonist DTA-1 (5 µg/mL) or the isotype control for 48 h. Total RNA was isolated using MicroRNAeasy (Qiagen, Valencia, California). 10 ng of input RNA was used to produce cDNA for downstream library preparation. Samples were sequenced on a NextSeq 500 (Illumina) system. Raw reads were aligned, normalized and further analyzed using Partek® Genomics Suite® software, version 7.0 Copyright ©; Partek Inc., St Louis, MO, USA. Pathway analysis was performed using the Qiagen Ingenuity Pathway Analysis (IPA) software.

### Histologic analysis

Samples were collected and fixed with 4% paraformaldehyde in PBS. After fixation, tissues were embedded in paraffin, before cutting into 4 µm sections and staining with hematoxylin and eosin (H&E) or performing immunohistochemistry (IHC) with rabbit anti-UCP1 antibody (Abcam, ab10983)^6^. For IHC, rehydrated sections were microwaved in 10 mM citric acid buffer (pH 6.0) for antigen retrieval, and endogenous peroxidases were quenched with BLOXALL Blocking solution (Vector Laboratories, Burlingame, California). Sections were blocked with Avidin D, biotin and protein blocking agent in sequential order followed by application of the anti-UCP1 antibody (1:500). A biotinylated anti-rabbit antibody was used as a secondary antibody. Horseradish peroxidase-conjugated ABC reagent was applied, and then DAB reagent was used to develop the signal before counterstaining in hematoxylin and dehydrating the sections in preparation for mounting. Stained sections were acquired using a Leica DME microscope and Leica ICC50HD camera (Leica, Wetzlar, Germany) and analyzed using Leica LAS EZ software. Adipocyte size quantitation was performed using the Adiposoft plugin of ImageJ (NIH, Maryland, USA).

### Real-time PCR

Total RNA was prepared using the RNeasy lipid tissue kit (QIAGEN, Hilden, Germany) following the manufacturer’s instructions.) Quantitative PCR was performed on a LightCycler 2.0 (Roche Diagnostics, Mannheim, Germany). Relative mRNA levels were determined by comparison with a reference gene using the delta-delta CT method.

The sequences of the gene-specific primers are: *Cidea* (forward primer) CGAGTTTCAAACC-ATGACCGAAGTAGCC, *Cidea* (reverse primer) CTTACTACCCGGTGTCCATTTCTGTCCC, *Cox7a* (forward primer) CTCTTCCAGGCCGACAATGACCTC, *Cox7a* (reverse primer) G-CCCAGCCCAAGCAGTATAAGCA, *Dio2* (forward primer) TACAAACAGGTTAAACTGGGT-GAAGATGCTC, *Dio2* (reverse primer) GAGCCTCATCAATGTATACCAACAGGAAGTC, *Hprt* (forward primer) GCTGGTGAAAAGGACCTC, *Hprt* (reverse primer) CACAGGACTAGAACA-CCT, *Prdm16* (forward primer) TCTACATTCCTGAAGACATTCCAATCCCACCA, *Prdm16* (reverse primer) TGTATCCGTCAGCATCTCCCATCCAAAGTC, *Pgc1a* (forward primer) AA-GACAGGTGCCTTCAGTTCACTCTCAG, *Pgc1a* (reverse primer) AGCAGCACACTCTATGT-CACTCCATACAG, *Ucp1* (forward primer) GATGGTGAACCCGACAACTTCCGAAGTG, *Ucp1* (reverse primer) TTCACCTTGGATCTGAAGGCGGACTTTGG, *Il-25* (forward primer) GTGACTGGTGAGCAGTGTCC), *Il-25* (reverse primer) GGTTCCCACGATCATTGC, *Il-33* (forward primer) GGTGAACATGAGTCCCATCA, *Il-33* (reverser primer) CGTCACCCCTTTGAAGCTC.

### Statistical analysis

Experiments were repeated at least three times (*n* = 4–8 each) and data are shown as the representative of three independent experiments. A two-tailed student *t*-test for unpaired data was used for comparisons between each group using Prism Software (GraphPad Software Inc.). Error bars represent standard error of the mean. The degree of significance were indicated as: *p < 0.05, **p < 0.01, ***p < 0.001.

## Supplementary information

Supplementary Figures

Peer Review File

## Data Availability

Sequence data that support the findings of this study (Fig. 7) have been deposited in Genbank with the primary accession code GSE123735. All remaining data will be made available by the corresponding author upon reasonable request.

# Supplementary material for: Costimulation of type-2 innate lymphoid cells by GITR promotes effector function and ameliorates type 2 diabetes
**Source:** Nat Commun. 2019 Feb 12;10:713. doi: 10.1038/s41467-019-08449-x
**Supplement:** Supplementary file 1 — Supplementary Figures

Costimulation of ILC2s by GITR promotes effector function and ameliorates type 2 diabetes

Galle-Treger, et al.

# Supplementary Figure 1

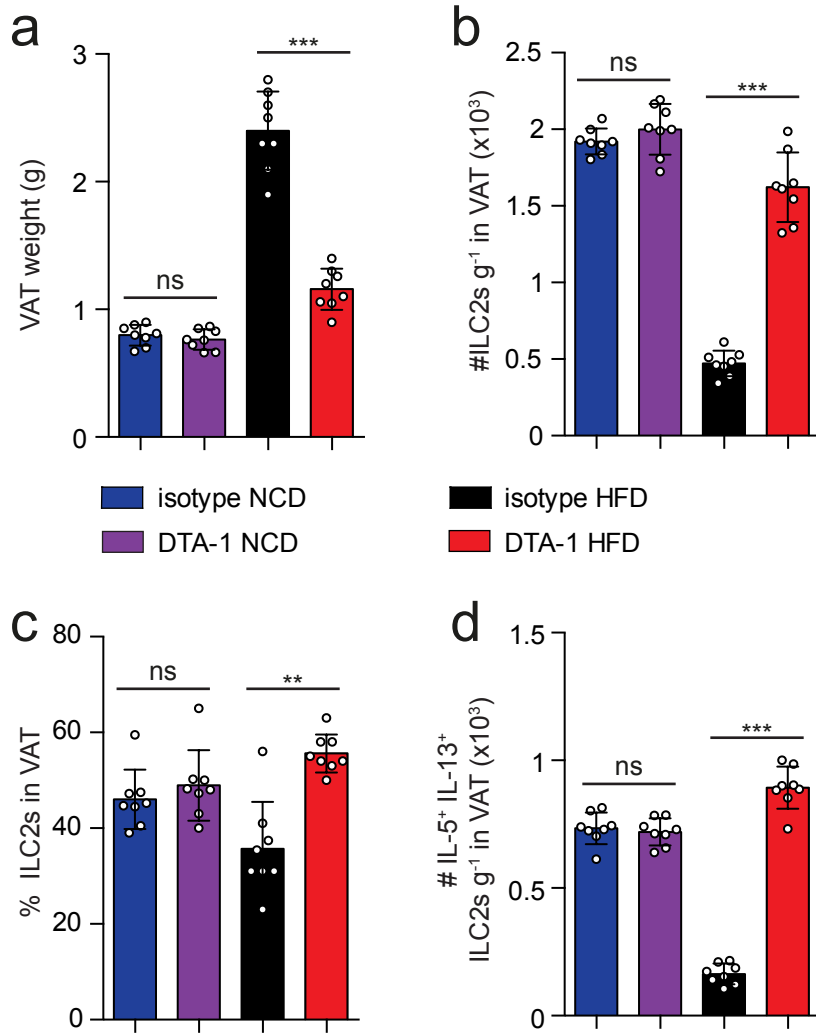

**Engagement of GTR protects from the onset of Type 2 Diabetes.** A cohort of C57/BL6 mice fed a normal chow diet (NCD) or a high fat diet (HFD) were either treated with DTA-1 (1mg/mouse) or isotype control by intraperitoneal injections every four days, n=8. VAT weight (a) after 14 weeks of treatment. The number (b) and frequency (c) of VAT resident ILC2s after 14 weeks of treatment. Number of IL-5<sup>+</sup> IL-13<sup>+</sup> ILC2s per gram of VAT after 14 weeks of treatment. Error bars are the mean  $\pm$  SEM. Student's t-test, \*\*p<0.01, \*\*\*p<0.001, ns: non-significant.

## Supplementary Figure 2

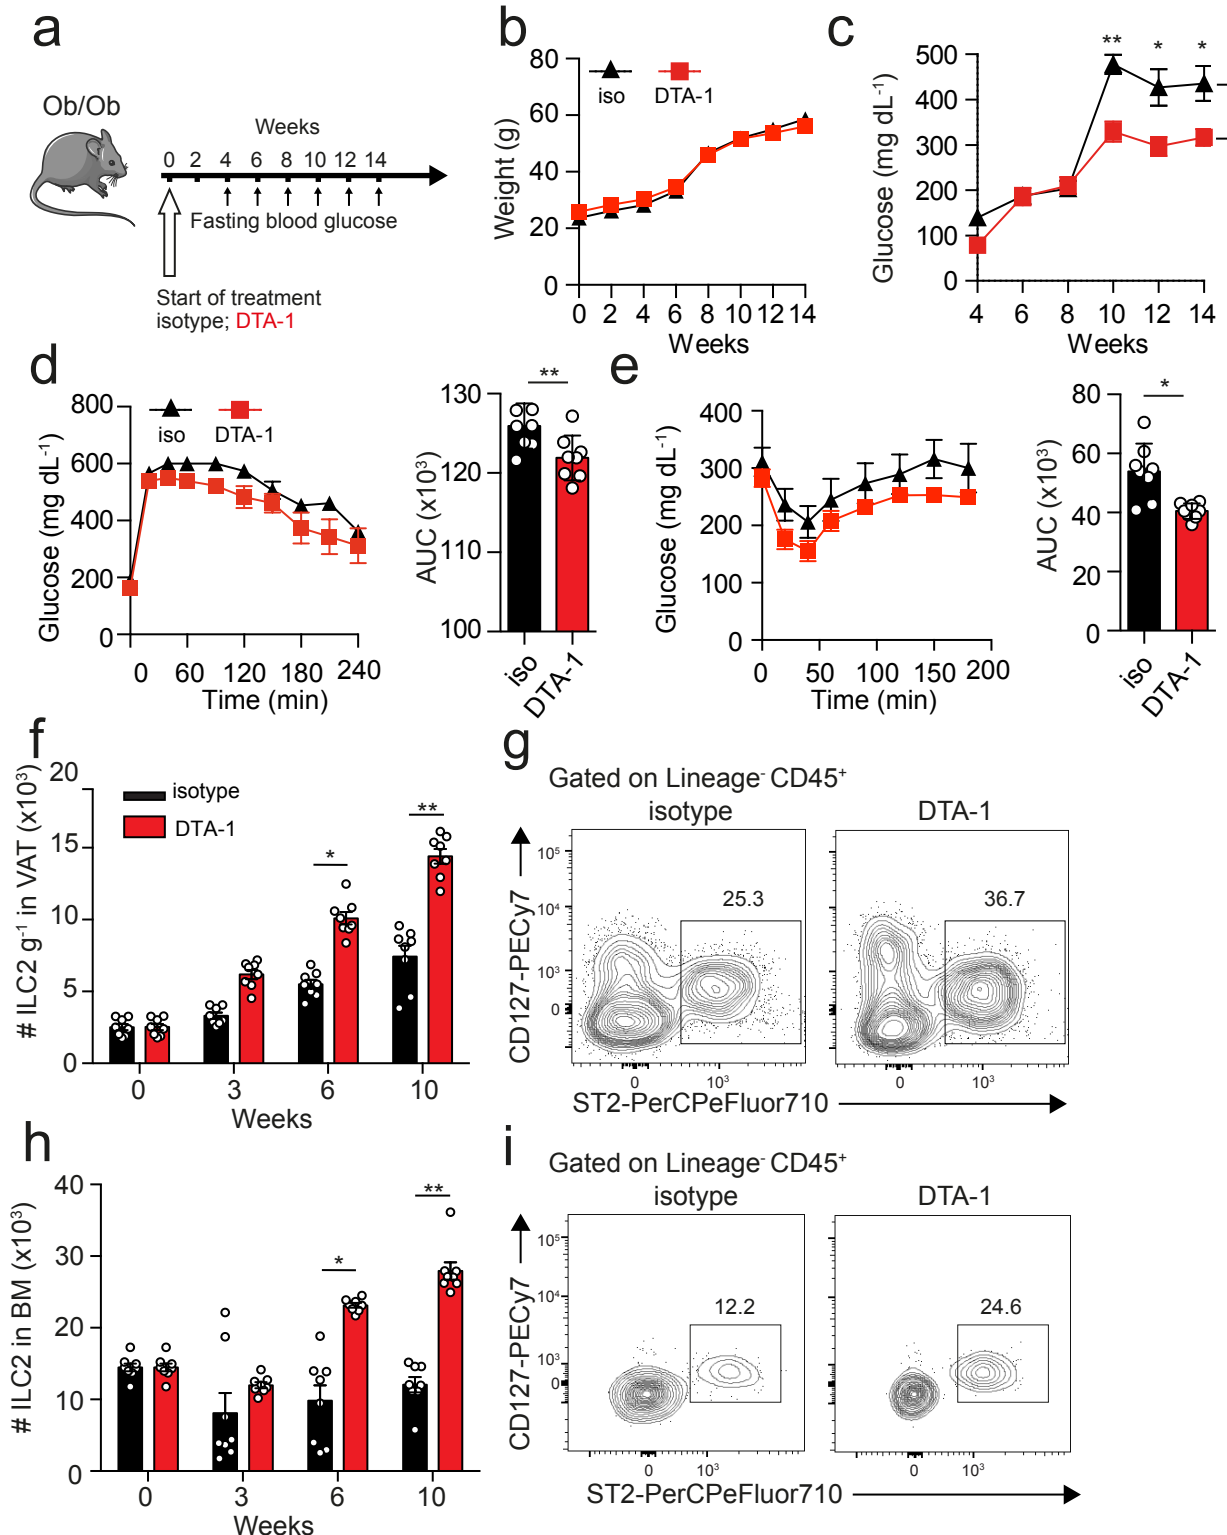

**Engagement of GTR protects from the onset of Type 2 Diabetes.** (a) A cohort of Ob/Ob mice were either treated with DTA-1 (1mg/mouse) or isotype control by intraperitoneal injections every four days according to the scheme, n=8. (b) Total weight and (c) fasting blood glucose levels were measured every two weeks for 14 weeks. Glucose tolerance test (d) and insulin tolerance test (e) were performed in a cohort of Ob/Ob mice after 14 weeks of treatment. The area under the curve was calculated for each group. Mice were euthanized on 0, 3, 6 and 10 weeks and VAT (f) and BM (h) resident ILC2s were quantified at the indicated times, n=8 (f). Representative FACS plots of VAT (g) and BM (i) Lin<sup>-</sup>CD45<sup>+</sup> IL-7R<sup>+</sup>ST2<sup>+</sup> ILC2s on week 10 are shown. Error bars are the mean  $\pm$  SEM. Student's t-test, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. Mouse image provided with permission from Servier Medical Art.

## Supplementary Figure 3

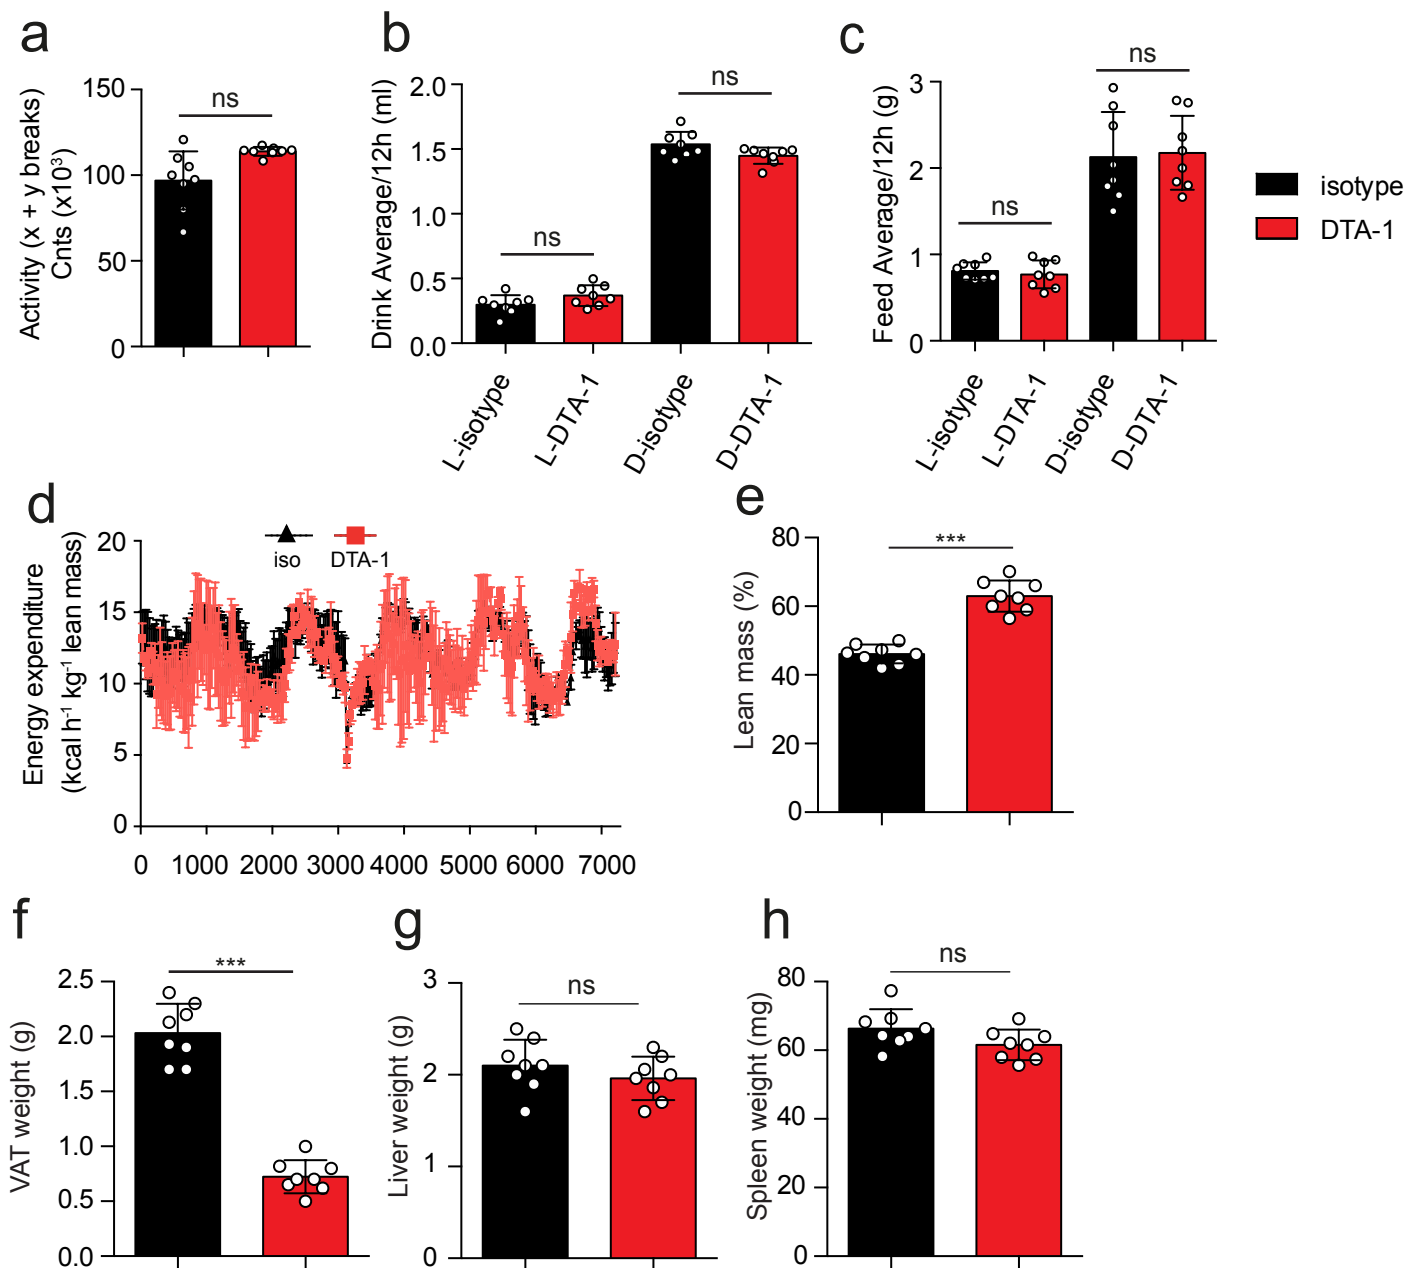

**Effects of G1TR engagement on physical activity, water, food intake, VAT weight and lean mass percentage in Rag2<sup>-/-</sup> mice.** A cohort of Rag2<sup>-/-</sup> mice were fed on HFD and either treated with DTA-1 (1mg/mouse) or isotype control by intraperitoneal injection every four days. CLAMS analysis was performed using individually housed groups of DTA-1 or isotype control treated Rag2<sup>-/-</sup> mice maintained on a HFD. After 14 weeks of HFD, we measured physical activity (a), water (b) or food (c) intake and energy expenditure normalized by the lean mass (d). D: Dark, L: Light. The percentage of lean mass (e) was measured by using a body composition analyzer. After 14 weeks of treatment, mice were euthanized and the VAT (f), liver (g) and spleen (h) were respectively isolated and weighed. Data are expressed as means  $\pm$  SEM, n=8. Student's t-test, \*\*\* $p < 0.001$ , ns: non-significant.

## Supplementary Figure 4

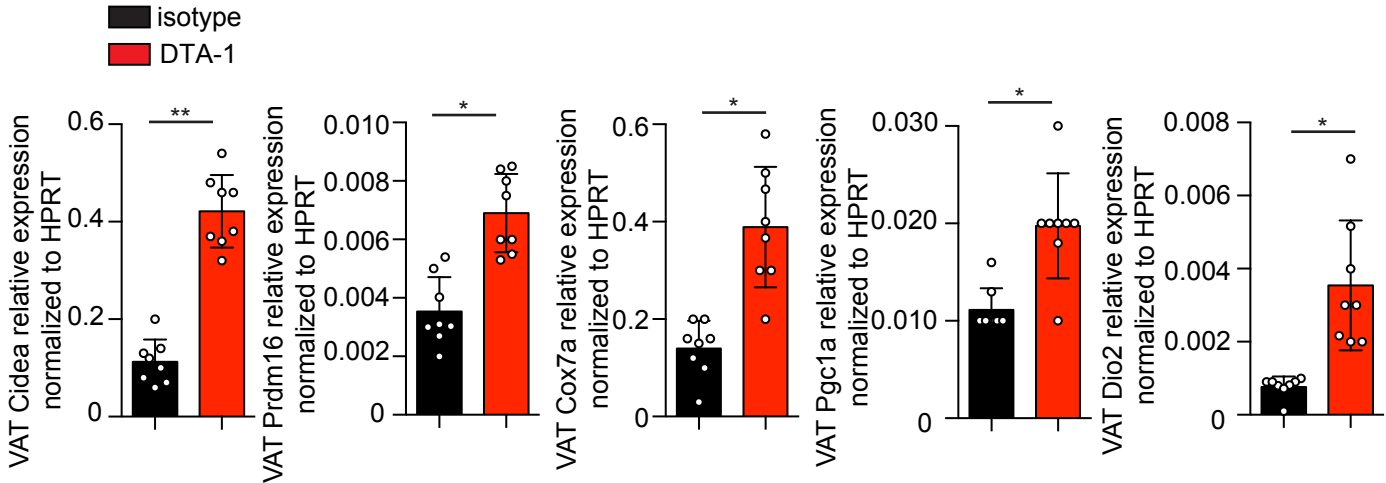

**Effects of GTR engagement on the expression of VAT browning-associated genes.** A cohort of Rag2<sup>-/-</sup> mice fed HFD were either treated with DTA-1 (1mg/mouse) or isotype control by intraperitoneal injection every four days and euthanized after 14 weeks of treatment. mRNA expression of VAT lysates was determined by qRT-PCR using specific primers for Cidea, Prdm16, Pgc1a, Cox7a, Dio2 and hypoxanthine-guanine phosphoribosyltransferase (Hprt). Data are expressed as means  $\pm$  SEM, n=8. Student's t-test, \*p<0.05.

# Supplementary Figure 5

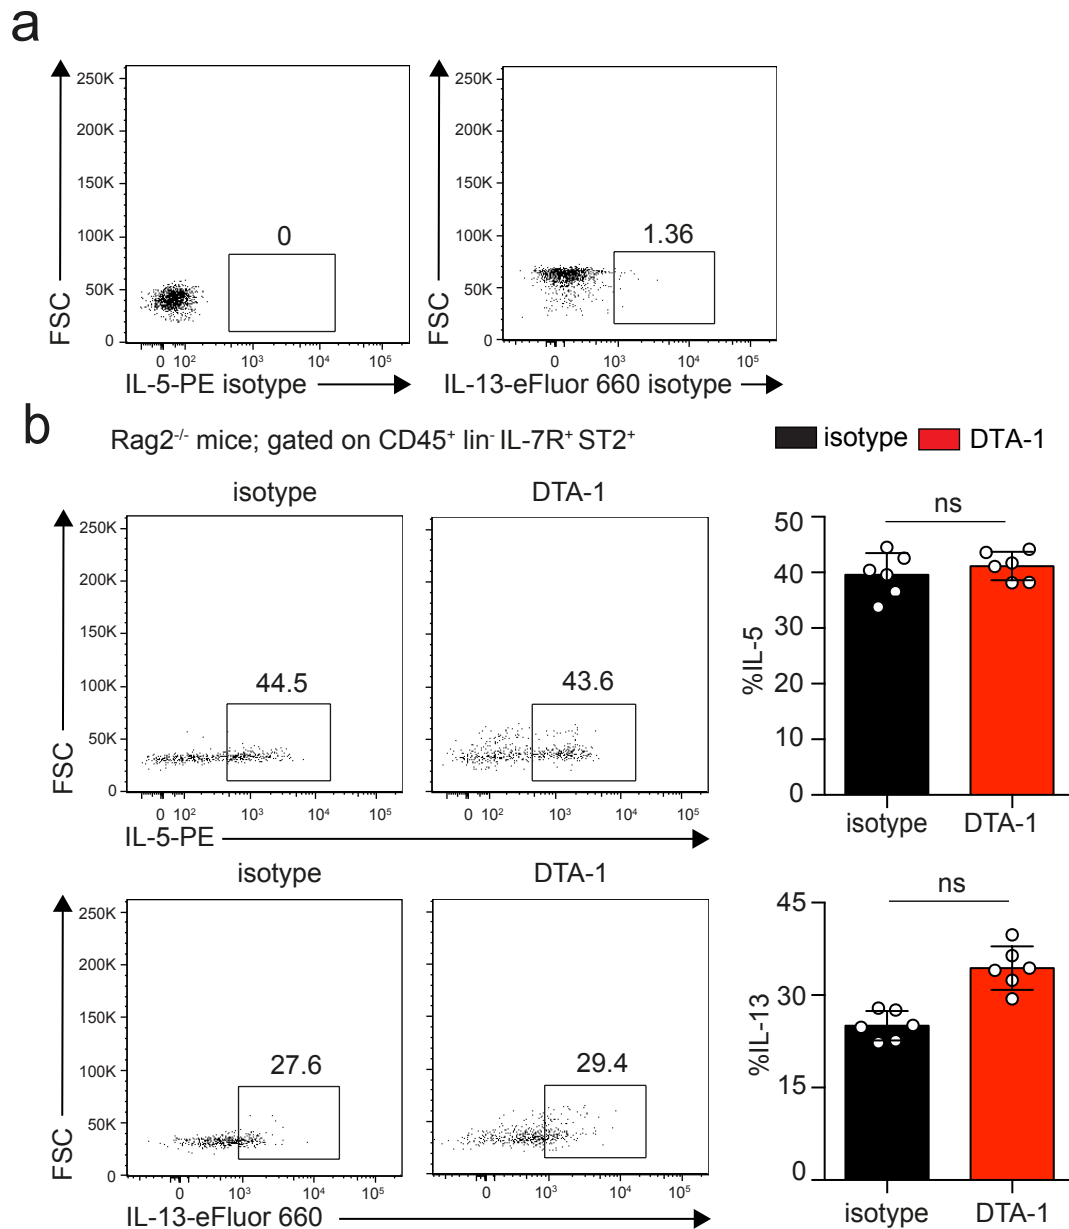

## **GITR engagement does not induce Th2-cytokines in ILC2s in lean Rag2<sup>-/-</sup> mice.**

(a) Representative flow cytometry plots of ILC2 intracellular staining with IL-5 (left) and IL-13 (right) isotype control antibodies. (b) A cohort of Rag2<sup>-/-</sup> mice were fed on chow diet and either treated with isotype control or DTA-1 (1mg/mouse) by intraperitoneal injection for 6 consecutive days. Representative flow cytometry plots of intracellular IL-5 (top panel) and IL-13 (bottom panel) in VAT ILC2s and corresponding quantitation, presented as frequency of positive IL-5 and IL-13 ILC2s respectively, n=6. Error bars are the mean  $\pm$  SEM. Student's t-test, ns: non-significant.

## Supplementary Figure 6

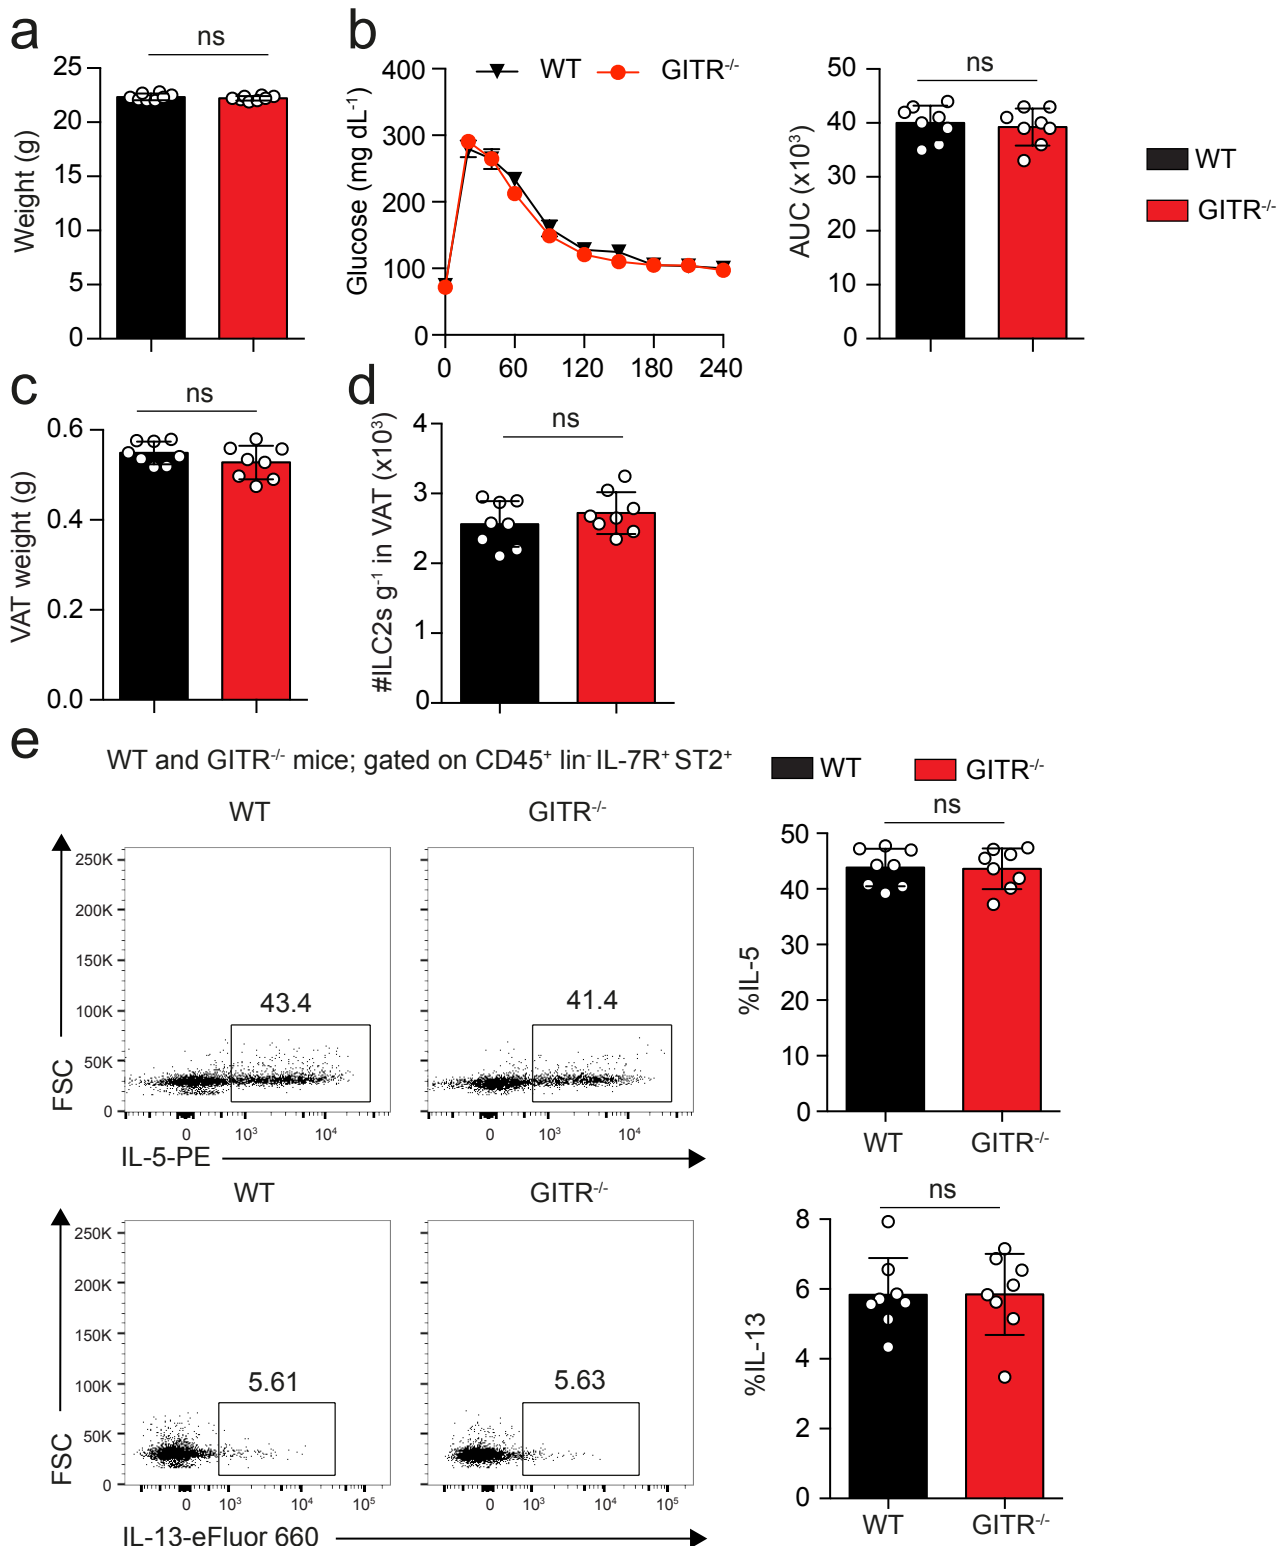

**Deletion of GITR has no effect on glucose and ILC2 homeostasis in lean mice.** A cohort of WT and GITR<sup>-/-</sup> mice were fed a NCD for 10 weeks, n=8. Total weight was measured after 10 weeks on a NCD (a). Glucose tolerance test (b) was performed in a cohort of WT and GITR<sup>-/-</sup> mice at 10 weeks old. The area under the curve was calculated for each group. Mice were euthanized at 10 weeks old and VAT weight (c) was measured and VAT resident ILC2s (d) were quantified, n=8. (e) Representative flow cytometry plots of intracellular IL-5 (top panel) and IL-13 (bottom panel) in VAT ILC2s and corresponding quantitation, presented as frequency of positive IL-5 and IL-13 ILC2s respectively, n=8, Error bars are the mean  $\pm$  SEM. Student's t-test, ns: non-significant.

## Supplementary Figure 7

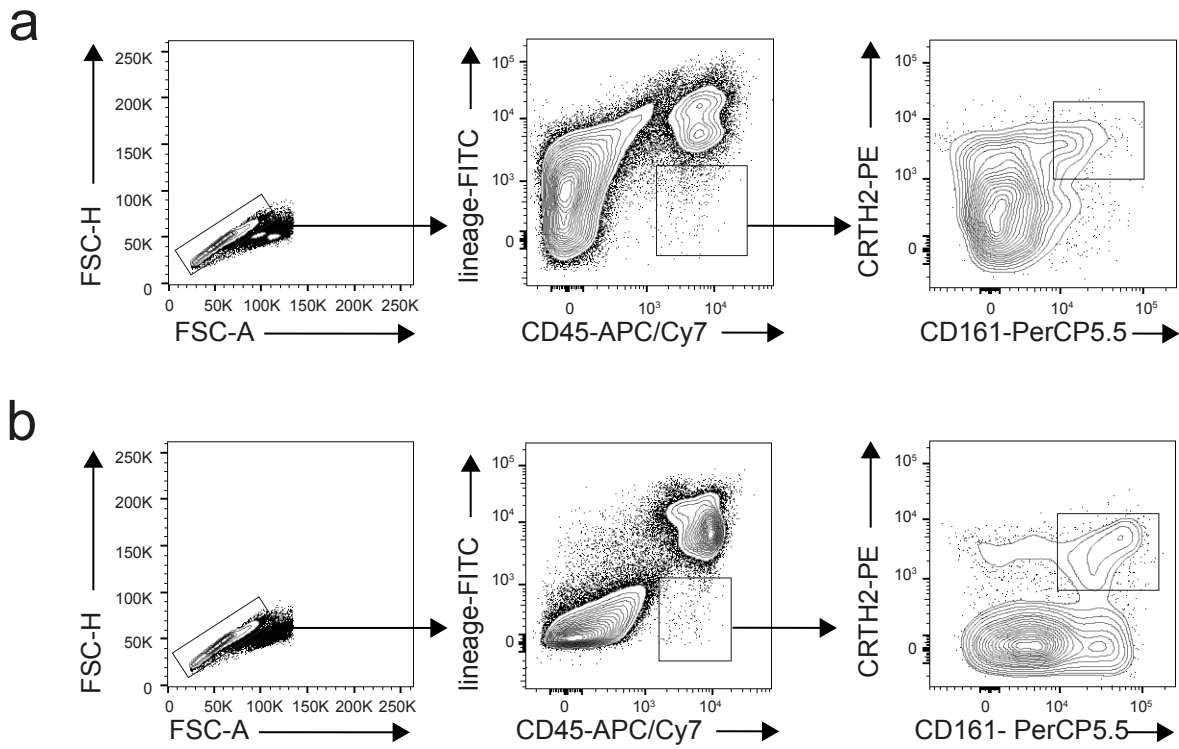

**ILC2 gating strategies in human blood and adipose tissue.** Gating strategy of Lin-CD45<sup>+</sup>CRTH2<sup>+</sup>CD161<sup>+</sup> ILC2 cells in blood (a) and in adipose tissue (b).

How the deposited data were processed for this re-analysis (not part of the article)

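RNA was sequenced from ILC2s of mice given IL-33 and cultured with IL-2, IL-7 and either DTA-1 or isotype control, with 3 libraries in each group. The authors aligned the reads and quantified each gene with the Partek software, and the deposited values are expected counts, that is estimated reads per gene without normalization. The table had 53278 genes and 6 libraries, and no column of it was left out. The paper's text and the table do not give the aligner, its parameters, the annotation release or whether strand was used. Gene coordinates were compared with GENCODE mouse release 21, and 47741 of 49721 shared symbols had the same start and end.

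The median total count was 34784048 in isotype control and 32246222 in DTA-1. A count of 0 was read as up to 3 counts, and a fold change against a group with at most 3 counts in every library was computed against that limit and is a lower bound. Expected counts were rounded before fitting. The fits were run in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM, robust dispersions and a quasi-likelihood F test), limma 3.58.1 and DESeq2 1.42.0. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The filter kept 14361 genes, and the common dispersion was 0.0256. Standard errors were computed from the log2 fold change and its F statistic, and intervals have a confidence level of 95%. An exact permutation test on 3 libraries against 3 cannot give a p under 0.05, so none was run on single genes.

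The comparison was DTA-1 against isotype control with all 6 libraries and no covariate. The test, the threshold, the gene lists and the alternatives were chosen before the data were examined. The alternatives were DESeq2's size factors and total counts in place of TMM, DESeq2's Wald test with its own filtering, limma-trend on log2 CPM with a prior count of 2, no filter except 1 count in the 6 libraries, a filter of at least 10 counts in every library, the replicate number as a block, each library left out in turn, an unadjusted p, and no fold-change limit. For gene sets the alternatives were camera with the correlation estimated from the data, and fry. The comparisons of the library labelled DTA-1 replicate 1 with the other libraries were added after its values were seen.

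The genes named are those labelled in Fig. 7a, 7c, 7d or 7g or in the results text and the members of the gene lists. The rule added, among differentially expressed genes whose groups did not overlap and whose mean was at least 50 normalized counts, the 5 with the largest rise, the 5 with the largest fall and the 5 with the smallest p. With all 6 libraries 0 genes met it. Lists were written from the figures (the NF-κB pathway, the apoptosis network and the labels of Fig. 7a and 7c), from the cytokine claim and the Luminex panel, and from general knowledge (NF-κB targets, anti-apoptotic and pro-apoptotic genes, GITR and its ligand, ILC2 identity, and genes of fibroblasts, macrophages, neutrophils, T cells, B cells, endothelial cells, adipocytes and mesothelial cells).

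The edgeR procedure was tested on simulated data. Counts were drawn with a 2-fold change in 200 genes, of which 188 (94%) were recovered with 10 calls among unchanged genes. The changed genes were taken above a minimum mean expression, so this share does not describe genes with few counts, such as Il9 and Ctgf. The pathway enrichment of the paper was not repeated, and its p values and z-scores are not given.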

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

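With all 6 libraries the count of differentially expressed genes was 0 with edgeR's TMM, and also with DESeq2's size factors, total counts, limma-trend, a filter of at least 10 counts in every library and no fold-change limit. At an unadjusted p under 0.05 and 1.5-fold these gave 337, 340, 378 and 266 genes for TMM, total counts, limma-trend and the stricter filter. Total counts moved the median log2 fold change of all genes to −0.04. DESeq2's Wald test gave 25 genes, 13 higher and 12 lower, and the cause was not tested. Without the filter there were 2 genes, 2 of them lower, and with the replicate number as a block there was 1 gene, 1 of them higher; the cause was not tested. The replicate numbers do not pair the libraries by their values, since the correlations across genes between their deviations from the group means were −0.01, 0.00 and 0.02 for replicates 1, 2 and 3. The unadjusted p and 1.5-fold gave 337 genes, 156 higher and 181 lower, by the construction of that threshold.

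Leaving out each library in turn gave 0 to 111 genes, 0 to 87 higher and 0 to 24 lower. The highest values came without the library labelled DTA-1 replicate 1, and the other 5 fits gave 0 genes, with 307 to 397 at the unadjusted p. In these fits the log2 fold change was 0.45 to 0.80 for Il5 and 0.58 to 1.13 for Csf2, and both passed the adjusted p without the library labelled DTA-1 replicate 1. In the same fits 0 to 11 genes of the apoptosis network and 0 to 4 cytokine and receptor genes passed the threshold, and 19 to 21 genes of the network had the direction drawn. DESeq2's Wald test called 1 network gene (Tnfrsf4), and the unadjusted p gave 14 network genes and 6 cytokine and receptor genes. Il9, Il13 and Rela kept their direction and an adjusted p above 0.05 under the alternatives of normalization, test, filter, block and left-out library. At the unadjusted p and 1.5-fold Il9 is among the 6 genes, and Il13 and Rela are not.

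The median log2 fold change of the NF-κB pathway genes, 0.24, was no longer past the threshold with the estimated correlation (p of 0.0911) or with fry (p of 0.112). For the NF-κB targets, 0.28, this held for fry (p of 0.0828). The estimated correlation between genes, 0.348 and 0.121, is above the preset 0.01. With each library left out in turn the medians lay between 0.15 and 0.35 for the pathway genes, and between 0.19 and 0.38 for the targets, with the highest values without the library labelled DTA-1 replicate 1. When any of the other 5 libraries was left out, neither list was past the threshold with fry or the estimated correlation.

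Among the 27 other genes named, 345 alternative values were computed, judged by an adjusted p under 0.05 whatever the fold change. Of these 315 kept direction and side, 26 had an adjusted p under 0.05 that edgeR with all 6 libraries did not give, 0 lost it and 4 changed direction. Without the library labelled DTA-1 replicate 1, 17 of the genes had an adjusted p under 0.05, 12 rises and 5 falls, and the falls of Nfkb1 and Csf1 were short of 1.5-fold. The log2 fold change of Btk was −0.81 without DTA-1 replicate 1 and 0.15 without DTA-1 replicate 2. That of Tnfrsf18 lay between −0.070 and 0.033 over the fits that each left out a library, with 0.015, 0.0040 and 0.033 without isotype control replicate 1, isotype control replicate 3 and DTA-1 replicate 3. Both are within their standard errors of 0 where the direction changed. The filter of at least 10 counts in every library leaves no value for genes with 0 counts in a library, such as Chil3 and Ctgf. At this depth Msr1, Ceacam15, Ctgf, Pdgfra and Fbn1 give lower bounds and no fold change.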

Differences from the paper's values

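In Fig. 7a the paper's log2 fold change of Il5 is about 0.8, read by eye, and the value here was 0.60. Of the alternatives set before the data were examined, those that came within the error were DESeq2's Wald test (0.60), no filter (0.60), and the fits without isotype control replicate 2 (0.61), isotype control replicate 3 (0.62) and the library labelled DTA-1 replicate 1 (0.80). In the first 2 of these the error is larger and the value is not closer. Those that did not were DESeq2's size factors (0.60), total counts (0.56), limma-trend (0.56), at least 10 counts in every library (0.60), the replicate block (0.56), and the fits without isotype control replicate 1 (0.57), DTA-1 replicate 2 (0.45) and DTA-1 replicate 3 (0.53).

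For Rap1gap2 the paper's log2 fold change is about −4.9 in Fig. 7a, read by eye, and the value here was −1.22. Among the alternatives set before the data were examined, only the fit without the library labelled DTA-1 replicate 1 was compatible with the paper's value. The gene was at least 9.26-fold lower there, a bound of −3.21, which allows −4.9 but does not show that the gap closed. The gap stayed under the others with a value, which ranged from −0.64 to −2.24, and the filter of at least 10 counts gave none.

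The paper marks the labelled genes of Fig. 7a as differentially expressed. Of its 12 labels 11 matched a gene in the table, since Ptgfra matched no symbol. With all 6 libraries 9 were tested and 0 were differentially expressed, and 8 had an unadjusted p under 0.05 and 1.5-fold. Without the library labelled DTA-1 replicate 1, 10 of the 11 were called, and Rap1gap2 was not. DESeq2's Wald test called Mmp9, Pdgfra, Fbn1 and Ctgf, the fit without a filter called Pdgfra and Ctgf, and the replicate block called Chil3.

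The paper presents genes of Fig. 7c as differentially expressed, and its legend gives 3 samples per group at Fig. 7a and no number at Fig. 7c. Of its 8 labels 0 were differentially expressed here, and 5 had an unadjusted p under 0.05 and 1.5-fold. Il5, Il2rg, Csf2 and Il1r2 were called without the library labelled DTA-1 replicate 1. The ratio of the paper's mean normalized counts, read by eye in Fig. 7c, to the means here was 0.635 to 1.23 over the 16 values with all libraries. It was 0.895 to 0.949, with a median of 0.923, without the library labelled DTA-1 replicate 1. The highest ratio was then 1.06 times the lowest, against 1.94 to 4.36 times in the other settings compared. The paper's text does not say whether the means of Fig. 7c include this library. Over the DTA-1 means alone the ratio was 0.635 to 1.23 with this library and 0.895 to 0.933 without it. For these 8 genes, values read by eye thus argue against its inclusion in the DTA-1 means of Fig. 7c. Whether the paper's calls rest on the same libraries is not known.

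The paper draws the genes of Fig. 7g as up- or down-regulated. Their directions here were those drawn, and 0 of the 20 tested were differentially expressed, with 14 at an unadjusted p under 0.05 and 1.5-fold. DESeq2's Wald test called Tnfrsf4, and 11 genes were called without the library labelled DTA-1 replicate 1. Of the pathway genes in Fig. 7d 5 were called without that library and 0 with it, where 3 had an unadjusted p under 0.05 and 1.5-fold.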

Other observations

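The tests on the library labelled DTA-1 replicate 1, on the unadjusted count, on the pairs of 5 libraries and on simulated data, and the fits of the fibroblast list with a library left out and its overlaps, were chosen only after the results were seen.

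All 10 of the 10 splits of the 6 libraries into 3 and 3 gave as many differentially expressed genes as the real one, which was 0. For the 337 genes at an unadjusted p under 0.05 and 1.5-fold, 2 of the 10 splits gave as many, the real one included, and the others gave 156 to 348. With DESeq2's Wald test 2 of the 10 splits gave as many genes as the real 25, and the highest of the others was 49. Among splits that keep DTA-1 replicates 2 and 3 together, an isotype control library in place of the library labelled DTA-1 replicate 1 gave 309 to 348 genes at the unadjusted p. Without that library, 1 of the 10 ways to set a pair of the 5 libraries against the other 3, the real one, gave as many as its 111 genes, and the others gave 0, with up to 417 at the unadjusted p. Neither 10 splits nor 10 pairs can give a share under 0.05.

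The library labelled DTA-1 replicate 1 lay at the isotype control level for the genes that differed in the other DTA-1 libraries. On a scale from 0 for isotype control to 1 for DTA-1, over 250 genes chosen without the library that was placed, its median position was 0.02, against 0.71 and 0.70 for DTA-1 replicates 2 and 3 and 0.43, 0.54 and 0.37 for the isotype control libraries, each placed the same way. Of the 111 genes called without it, 108 were tested with all 6 libraries as well, and the filter had removed the other 3. Of these 108 genes 61 (56.5%) had their value in this library inside the range of the isotype control libraries. A further isotype control library would give 50% for genes not chosen on these libraries. The 108 genes were chosen with the isotype control libraries in the fit, so 50% is only a rough guide for them. Low depth is argued against by its total count, 94.4% of the mean of the other DTA-1 libraries. Loss of the receptor is argued against by 712 normalized counts of Tnfrsf18, inside the range of the other libraries. Cells of another type are argued against by the sum of the ILC2 identity genes, 10656 normalized counts against 10215 to 11044 in the others.

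A mislabelled sample and a culture in which DTA-1 had no effect cannot be told apart, because both predict the same values. The correlation across genes of its changes with those of the other DTA-1 libraries was 0.0459, and −0.0535 for the 11055 genes with a mean log2 value above 1. Between DTA-1 replicates 2 and 3 it was 0.171 and 0.170, and 0.351 and 0.350 for the latter genes. Genes are not independent replicates. For genes not chosen on these libraries, a further isotype control library would give 25% on each side of the isotype control range. Of the same 108 genes, 27 had their value in the library labelled DTA-1 replicate 1 beyond that range on the side of DTA-1 and 20 on the opposite side. Among the 84 rises these were 15 and 15, and among the 24 falls 12 and 5. The falls on the side of DTA-1 include Gm44597, with 301, 317 and 355 counts in isotype control and 134, 145 and 149 in DTA-1, and Ctgf, Pdgfra, Fbn1 and Col1a1, with 0 counts in this library. Single genes and genes near 0 counts exclude neither explanation. Nor do the shares over all 108 genes, because these genes were chosen with the isotype control libraries in the fit. Variation in the response between samples stays open and was not tested. In simulated data in which 2 of 3 treated libraries carried a 2-fold change, 1 of 200 changed genes was recovered, so a DTA-1 library without the change may account for the count of 0. The simulated genes lay above a minimum mean expression, and their dispersion was that of all 6 libraries, the one in question included.

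Chil3, Msr1 and Mmp9 rose in DTA-1 replicates 2 and 3 and are also expressed by myeloid cells. Macrophages left in the DTA-1 samples are argued against by 58 summed counts of Lyz2, C1qa, C1qb and C1qc, against 1448 of Chil3. The summed macrophage list was 25.5, 16.6 and 24.3 normalized counts in isotype control and 23.2, 31.7 and 32.2 in DTA-1. This sum was thus highest in DTA-1 replicates 2 and 3, so macrophages are not excluded. The macrophage list (15 genes, 6 tested) had a median log2 fold change of 0.26 and a camera p of 0.353, or 0.636 after adjustment over the 18 lists, and 0.10 and 0.381 without the library labelled DTA-1 replicate 1. With each library left out in turn its median lay between −0.15 and 0.42, and its camera p was 0.00787 without isotype control replicate 1 (0.0716 with the estimated correlation, 0.110 with fry). Neutrophils are argued against by 0 counts of S100a8 and S100a9 in the 6 libraries, and 0 of the 11 neutrophil genes could be tested, or 1 without the library labelled DTA-1 replicate 1. None of the genes of either list is in another list or labelled by the study. A response of ILC2s to DTA-1 stays open as a hypothesis and was not tested.

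Ctgf, Pdgfra and Fbn1 had 0 counts in DTA-1, and the fibroblast list, which does not hold them, fell too. All 10 of its 15 genes that could be tested were lower, with a median log2 fold change of −2.0 (also with the gene at its bound), and 3 passed when adjusted over the list alone. The groups separated in 4 of the 10 and overlapped in 6. The camera p was 9.58e-13, and 0.0218 with the estimated correlation and 0.0231 with fry. After adjustment over the 18 lists these were 1.73e-11, 0.259 and 0.366. Without the library labelled DTA-1 replicate 1 the median was −1.51, with p values of 2.63e-05, 0.130 and 0.104. Over the fits that each left out a library the fry p lay between 0.0195, without DTA-1 replicate 3, and 0.117, without isotype control replicate 3, where the median was −1.24. The median was −1.43 without DTA-1 replicate 2, and −2.09 and −2.37 without isotype control replicates 1 and 2. It was −7.46 without DTA-1 replicate 3, a fit in which Col3a1 and Col1a2 had 0 counts in both DTA-1 libraries. Sparc had 183, 119 and 196 counts in isotype control and 20, 14 and 64 in DTA-1, and Col1a1 had 60, 56 and 68 against 0, 9 and 3. Col3a1 had 57, 3 and 102 counts against 0, 0 and 92, and Col1a2 had 11, 4 and 94 against 0, 0 and 31. The summed list was 15.4, 8.64 and 22.3 normalized counts in isotype control and 2.94, 1.35 and 9.63 in DTA-1. DTA-1 replicate 3 thus had a higher sum than isotype control replicate 2 and no counts of Ctgf, Pdgfra and Fbn1, of which isotype control replicate 2 had 118, 14 and 22. That goes against fibroblasts as the source, but it is a single pair of libraries. Fibroblasts left in the isotype control samples (fry p of 0.0231) stay open and are not shown, since the fry p was above 0.05 in most of the fits that left out a library, and the counts are few. Of the 15 genes 0 are in another list or labelled by the study. A fall of these genes in ILC2s stays open too and was not tested.

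The ILC2 identity list had a median log2 fold change of −0.05 with a camera p of 0.625, or 0.873 after adjustment, and −0.08 without the library labelled DTA-1 replicate 1, where 2 of its 14 genes were differentially expressed. It lay between −0.08 and −0.02 with each library left out in turn. Tested genes of T cells (5, median −0.02, camera p of 0.771), B cells (2, 0.02, 0.797), endothelial cells (3, −0.15, 0.163), adipocytes (1, 0.32, 0.892) and mesothelial cells (2, 0.19, 0.630) did not move as sets, and their smallest p after adjustment was 0.367. With the library labelled DTA-1 replicate 1 left out these medians were −0.04, 0.04, −0.22, 0.86 and 0.30, the smallest camera p was 0.0576, for the endothelial genes (0.151 with the estimated correlation, 0.0268 with fry), and 1 endothelial gene was called. With 5 genes or fewer these medians moved with other libraries too: over the fits that each left out a library they lay between −0.18 and 0.07, 0.04 and 0.13, −0.32 and −0.04, −0.93 and 1.37, and −0.37 and 0.43. The B cell genes had a camera p of 0.0464 without isotype control replicate 1 (0.138 with the estimated correlation, 0.00139 with fry, 3 genes tested).

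The 4 cytokines of the claim had a median of 0.72, and a camera p of 3.59e-06. The 8 labels of Fig. 7c had 0.54 and 0.000317, and the 5 Luminex cytokines 0.60 and 0.000519. The 20 tested genes of Fig. 7g had 0.61 and 5.94e-06, and the 9 tested labels of Fig. 7a a p of 0.302. For these 4 lists with a p under 0.05, the estimated correlation gave 0.0696, 0.101, 0.0949 and 0.0923 and fry 0.128, 0.183, 0.175 and 0.123. After adjustment over the 18 lists their camera p values were 1.78e-05, 0.000952, 0.00134 and 2.14e-05, all 4 values with the estimated correlation were 0.259 and all 4 with fry were 0.366. Leaving out the library labelled DTA-1 replicate 1 gave 0.0122, 0.00704, 0.0188 and 0.00302 with the estimated correlation, and for the labels of Fig. 7a a camera p of 1.42e-25. Without DTA-1 replicate 2 the medians of the cytokines of the claim and of the Luminex cytokines were 0.42 and 0.39. The study picked most of these genes from these libraries. No explanation was tested.

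Il6, on chromosome 5, had 2.72 ± 0.436 normalized counts in isotype control and 1.83 ± 0.220 in DTA-1, a log2 fold change of −0.57 (standard error 0.29, edgeR adjusted p = 0.726), lower in all 3 DTA-1 libraries. It was −0.66 without the library labelled DTA-1 replicate 1 (edgeR adjusted p = 0.416, range 0.416 to 0.999). In Fig. 1c, another experiment, the paper shows IL-6 protein higher with DTA-1. Tnfrsf18, which encodes GITR, had 717 ± 45.1 and 708 ± 49.4 normalized counts, a log2 fold change of −0.02 (standard error 0.07, edgeR adjusted p = 0.971), −0.070 to 0.033 with each library left out in turn, and its ligand gene Tnfsf18 was removed by the filter. No explanation was tested for either gene.

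Applied without the library labelled DTA-1 replicate 1, the rule for naming genes gave Serpina3g, Lta, Ltb, Gem and Nfkb2 with the largest rises, Icos, Myo6, P2ry14, Ypel3 and Epcam with the largest falls, and Cd82 and Upp1 besides Nfkb2, Ltb and Il5 with the smallest p. Those outside the lists were chosen after their values were seen. Serpina3g had 29.4, 24.8 and 18.1 normalized counts in isotype control and 24.6, 109 and 112 in DTA-1. Icos had 156, 173 and 157 in isotype control and 157, 99.0 and 98.4 in DTA-1. No explanation was tested.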
